# ERK signalling modulates epigenome to drive epithelial to mesenchymal transition

**DOI:** 10.18632/oncotarget.16493

**Published:** 2017-03-23

**Authors:** Mohit Navandar, Angela Garding, Sanjeeb Kumar Sahu, Abhijeet Pataskar, Sandra Schick, Vijay K. Tiwari

**Keywords:** EMT, ERK, epigenetics, transcription factors, gene regulation

## Abstract

The series of events that allow the conversion from adherent epithelial cells into migratory cells is collectively known as epithelial-mesenchymal transition (EMT). EMT is employed during embryonic development such as for gastrulation and neural crest migration and is misused in diseases, such as cancer metastasis. ERK signalling is known to be essential for EMT, however its influence on the epigenetic and transcriptional programme underlying EMT is poorly understood. Here, using a comprehensive genome-wide analysis of H3K27ac mark and gene expression in mammary epithelial cells undergoing EMT, we found that ERK signalling is essential for the epigenetic reprogramming underlying hallmark gene expression and phenotypic changes of EMT. We show that the chemical inhibition of Erk signalling during EMT prevents the loss and gain of the H3K27ac mark at regulatory regions of epithelial and mesenchymal genes, respectively, and results in a transcriptome and epigenome closer to those of epithelial cells. Further computational analyses identified a distinct set of transcription factor motifs enriched at distal regulatory regions that are epigenetically remodelled by ERK signalling. Altogether, our findings reveal an ERK-dependent epigenetic remodelling of regulatory elements that results in a gene expression programme essential for driving EMT.

## INTRODUCTION

Epithelial to mesenchymal transition (EMT) is a process of phenotypic remodelling that enables cells to detach from their surroundings by losing cell-to-cell connections and to subsequently migrate. Such an acquisition of a motile, mesenchymal phenotype involves cytoskeletal remodelling, changing of cellular shape and the resolution of cellular adhesion [1, 2]. EMT occurs primarily during embryonic development [1], tissue regeneration and wound healing [3, 4], and is also misused in disease conditions, such as fibrosis [5] and metastasis formation during tumorigenesis [6]. This process is primarily induced by cytokines, such as transforming growth factor β (TGF-β), which are secreted by the cells and stimulate several signalling cascades that result in phenotypic remodelling. The RAS–RAF–MEK–ERK MAPK signalling cascade is one of such cascades that is known to be essential for the acquisition of a mesenchymal phenotype [7–9]. However, very little is known regarding the mechanism of ERK signalling action during EMT. Importantly, it is yet elusive how ERK signalling modulates EMT gene expression program and whether this involves modulation of the epigenome.

It is increasingly appreciated that a variety of signalling cascades involve remodelling of the chromatin landscape for the consequent translation of extracellular cues into the transcriptional response of the cell [10]. Such rearrangement of the epigenome may be achieved by signalling pathways targeting chromatin modifying enzymes, transcription factors and histone chaperones. In line with this, genome-wide analysis of chromatin marks during TGF-β-induced EMT previously revealed a reorganization of specific chromatin domains in this process that involved an LSD1-dependent reduction of heterochromatic marks and an increase in euchromatic marks [11]. Interestingly, ERK was recently shown to phosphorylate MCRIP1, which in turn releases the transcriptional co-repressor CTBP to interact with Zeb1 at target gene promoters, such as E-cadherin, and represses transcription [12]. Furthermore, ERK is thought to modify chromatin by directly phosphorylating histones or inducing downstream factors such as MSK1, AuroraB and PKM2 that have been shown to modify histone 3 at serine 10 (H3S10) [13] [14] [15]. Moreover, there are also reports of a direct binding of ERK to chromatin in mouse and human embryonic stem cells [16] [17, 18]. However it is not explored whether ERK functions similarly via epigenome modulation during EMT. Therefore, we sought to elucidate the effects of ERK signalling cascade on chromatin and transcriptome landscape during EMT.

Here, we found that cells deficient in ERK signalling fail to undergo proper EMT. Using global gene expression profiling, we identified a significant set of epithelial and mesenchymal genes under the direct transcriptional control of the ERK signalling pathway. Importantly, we show that a large fraction of these gene expression changes can be explained by ERK-dependent epigenetic remodelling of their regulatory elements. These regulatory regions are enriched for distinct transcription factor motifs and provide candidate downstream effectors of the ERK pathway for further investigation.

## RESULTS

### ERK signalling is required for phenotypic remodelling during TGF-β-induced EMT

To address the dynamics of ERK signalling during EMT, we used untransformed normal murine mammary gland (NMuMG) epithelial cells exposed to TGF-β, which is an established model for EMT in cell culture [19, 20] (Figure 1A). Using this system, we first assessed the phosphorylation kinetics of the kinases Mapk1 (ERK2) and Mapk3 (ERK1) during TGF-β-induced EMT. An immunoblot analysis of the phosphorylated ERK isoforms during an EMT time-course experiment showed that while ERK phosphorylation was upregulated within 1 hour of EMT initiation, its first strong induction was observed at the 3 hours time point, which continued to show gradual increase until 24 hours (Figure 1B and 1C). Guided by this activation pattern of ERK signalling, we chemically inhibited the pathway at both an early (4h) and late (24h) time point of TGF-β-induced EMT. Following a defined treatment scheme using an established inhibitor of ERK signalling, UO126, 30 minutes before TGF-β induction (Figure 1D), we observed a significant blockage of ERK activation both at 4h and 24h (Figure 1E). The inhibition of the ERK signalling cascade perturbed the acquisition of the phenotypic changes observed after 24h of TGF-β induction (Figure 1F and Supplementary Figure 1A). Overall, these cells were less elongated, did not resolve cell-to-cell connections and appeared more similar to the untreated epithelial control cells (Figure 1F and Supplementary Figure 1A). This phenotypic observation from bright field images was strongly supported by immunofluorescence staining for key EMT markers (Figure 1G). The cell junction markers, including ZO-1, the epithelial cadherin Cdh1 as well as the mesenchymal cadherin Cdh2 lost their membrane-associated localization during EMT and displayed a more dispersed staining in the entire cytosol during EMT. However, they remained localized to the membrane in the cells treated with the ERK inhibitor, thus suggesting that the cells retained an epithelial phenotype (Figure 1G). These observations were further validated using an independent ERK inhibitor PD98095 (Supplementary Figure 1A and 1B). Furthermore, F-actin, which shows a distinct staining of the cellular membrane in untreated cells, forms stress fibres in the mesenchymal cells but stays membrane-associated after the inhibition of ERK. Together, our findings indicate that ERK signalling is required for TGF-β-induced EMT, a conclusion in line with previous observations [7, 8].

**Figure 1:**
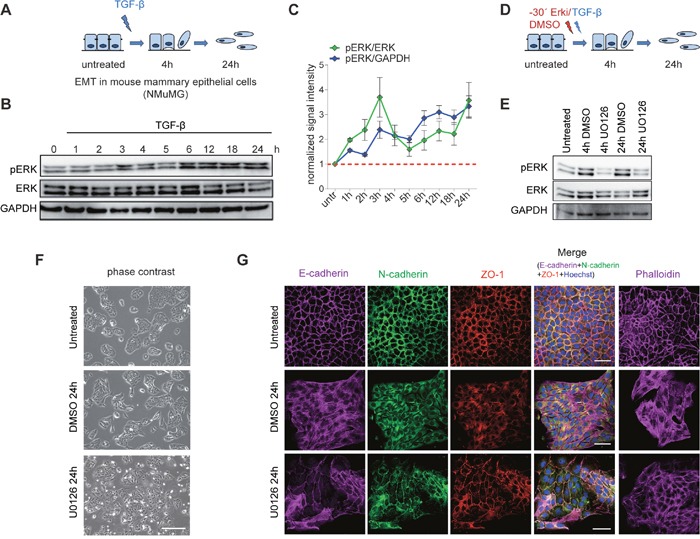
Inhibition of ERK signalling impairs EMT **(A)** EMT in mouse mammary epithelial cells (NMuMG) upon TGFβ treatment. **(B)** Representative immunoblots showing the phosphorylation state of ERK during TGF-β-induced EMT in NMuMG cells. GAPDH and total EKR are loading controls. **(C)** Quantification of pERK signal intensity with respect to total ERK (green line) and with respect to GAPDH (blue line) using ImageJ software. Fold change with respect to untreated time point is plotted on the y-axis and the phosphorylation state at untreated state is indicated by the red dotted line. **(D)** Graphical representation of the treatment scheme used for the inhibition of ERK signalling pathway during EMT. NMuMG cells were treated with an ERK inhibitor (UO126) 30 minutes before TGF-β stimulation. **(E)** Representative immunoblots showing the phosphorylation state of ERK at 4h and 24h of TGF-β-induced EMT with (UO126) or without (DMSO) ERK inhibition in NMuMG cells. GAPDH and total ERK serve loading controls. **(F)** Phase contrast images of untreated NMuMG cells and cells treated for 24h with TGF-β in the presence (UO126) or absence (DMSO) of the ERK inhibitor. **(G)** Immunofluorescence microscopy analysis of changes in the localization and expression levels of marker proteins in cells treated as in **(F)**. The staining was performed with antibodies against the epithelial markers E-cadherin and ZO-1 and the mesenchymal markers N-cadherin and with phalloidin to visualize the actin cytoskeleton. Scale bar, 100 μm, 63X magnification.

### Inhibition of ERK signalling results in an aberrant EMT gene expression program

Intrigued by the strong effect of ERK signalling on the phenotypic remodelling from an epithelial to mesenchymal state, we next sought to delineate the global transcriptional remodelling under the control of the ERK pathway. To this end we performed a genome-wide expression analysis and compared cells undergoing TGF-β-induced EMT with cells having compromised ERK signalling at 4h and 24h after EMT induction. A two-dimensional principal component analysis (PCA) was used to determine the variation between the samples (Figure 2A). Interestingly, as cells underwent EMT, their transcriptomes consecutively diverges on both principal components, whereas the ERK-inhibited cells exhibited changes in the second principal component that became more similar to the untreated condition. This result suggests that these are the genes leading to phenotypic reversal. The transcriptome analysis between cells undergoing normal EMT and cells with compromised ERK signalling indicated a significant fraction of deregulated genes at the early time point (4h; up=217, down=341), with more pronounced changes at the late time point (24h; up=551, down=590) (Figure 2B and 2C). Genes that exhibited expression level changes during EMT in normal cells but not in ERK-inhibited cells include several epithelial genes, such as Nid2, Cdkn1a, Id2, Tjp3, Crb3 and Wnt4 (Figure 2D and 2E), and key mesenchymal genes, such as Il11, Snai1, Hmga2, Ltbp1, Sox9 and Lamb1 (Figure 2F and 2G).

**Figure 2:**
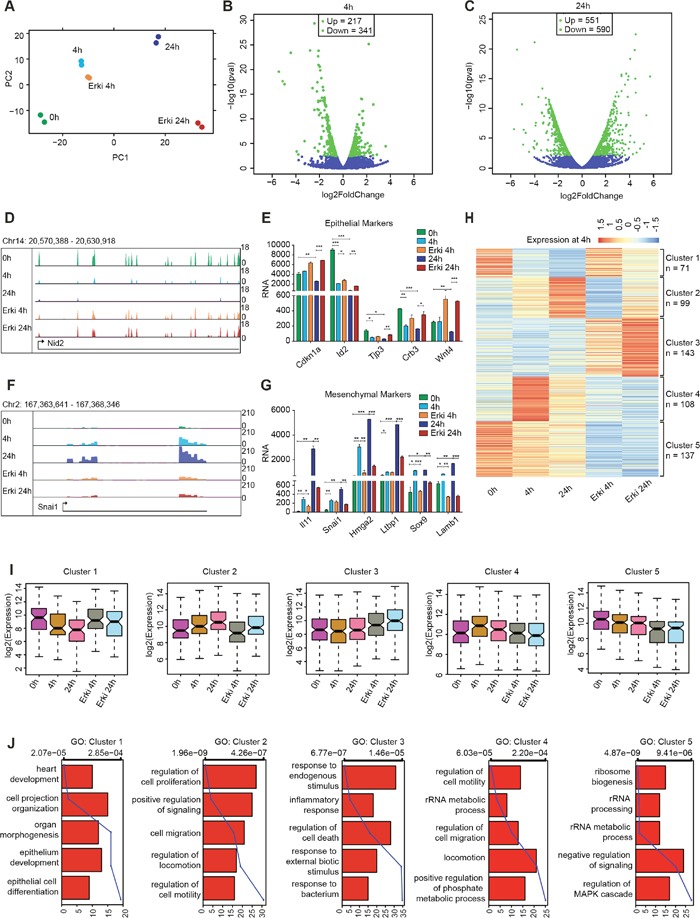
ERK signalling is essential for gene expression reprogramming during EMT **(A)** Scatter plot representing the variation contributed by the first two components from a principal component analysis performed on the transcriptomes from DMSO EMT time points (0h, 4h and 24h) and after ERK inhibition (ERKi 4h and ERKi 24h). The first two principal components (PCs) are represented as distance on the x- and y-axis and represent the variation between the samples. **(B-C)** Volcano plots representing the differential expression of genes in 4h DMSO and 4h ERKi conditions **(B)** and 24h DMSO and 24h ERKi conditions **(C)**. **(D)** UCSC Genome Browser track expression plot of the epithelial gene Nid2 for all afore mentioned conditions. **(E)** Bar plot depicting the expression of epithelial marker genes during all time points of DMSO EMT and after ERK inhibition. Significance was calculated using T-Test (* p<0.05; ** p<0.01; ***<0.001). **(F-G)** The same as **(D)** and **(E)** but for mesenchymal genes. **(H)** Heatmap representation at all time points for the clusters generated by k-means clustering of differentially expressed genes between 4h of DMSO and 4h of ERKi. **(I)** Boxplot representation of the clusters generated in **(H)** for their expression at all time points. **(J)** Gene ontology categories representing the clusters generated in **(H)**.

To comprehensively delineate which of the transcriptional changes induced during EMT (Figure 2, Supplementary Figure 2) are dependent on ERK signalling, we chose the genes that were differentially expressed between both conditions at 4h of EMT, analysed their expression at both time points and plotted a k-means (k=5) clustered heatmap representing their expression (Figure 2H). Interestingly, we discovered three clusters of genes (Cluster 1, 2 and 4) that exhibited significantly altered expression during EMT and showed a transcriptional reversal towards the untreated condition after ERK inhibition (Figure 2I and Supplementary Figure 1C); these genes likely explain the compromised potential to undergo EMT. Cluster 1 contained the genes that were downregulated during EMT but not after ERK signalling inhibition. Genes of this cluster were associated with gene ontology categories such as epithelium development and epithelial cell differentiation and included Shroom3, Id2, Gata5, Crb2 and Notch1 (Figure 2J cluster 1). Cluster 4 contained the genes that were highly induced in the early stages of EMT but were not activated when ERK was inhibited. These genes were associated with gene ontology categories such as the regulation of cell motility, migration, locomotion and metabolic processes (Figure 2J, cluster 4). They encode ligands, signalling molecules, receptors, chemotactic factors and integrins, such as Cx3cl1, Jak2, Tgfbr1, Ccl2 and Itga2, which are essential for the early cellular changes during EMT. Cluster 2 contained the genes that were continuously upregulated during EMT, exhibiting the highest expression levels at 24h but were not upregulated in cells that displayed compromised ERK signalling. These genes were also associated with the regulation of locomotion, cell motility and migration (Figure 2J, cluster 2) and include Hmga2, Il11, Sox9, Lamb1, Enc1, Itgb3, Jag1 and Col1a1, which are reported to be essential for the acquisition of a mesenchymal phenotype.

The remaining clusters did not show a transcriptional reversal in an ERK-dependent manner and the genes within these clusters did not associate with EMT-relevant GO-terms. Cluster 3 included genes that were strongly induced by ERK inhibition and were associated with GO terms such as inflammatory response, response to bacteria and regulation of cell death (Figure 2J, cluster 3), whereas cluster 5 comprised genes that were strongly downregulated in the ERK-inhibited condition and were associated with the regulation of MAPK signalling and numerous ribosome-associated GO terms (Figure 2J, Cluster 5). These two clusters probably represent secondary effects on gene expression as a result of the inhibitor treatment and most probably contain genes that are not directly related to EMT biology. For a comprehensive view of the transcriptional changes that occur during EMT and depend on ERK signalling, we performed the same analysis for the genes that were differentially expressed at 24h (Supplementary Figure 2-3). However, as shown by the derived clusters (Supplementary Figure 2A), the results did not show an increase in the essential informative clusters (cluster 2, 3 and 6) but rather seemed to capture more secondary effects that were independent of the transcriptional reversal towards an untreated fate (cluster 1, 4 and 5), although we did capture a few more essential genes that exhibited transcriptional reversal, such as Snai1, Mmp9 and Hnf4a. In summary, we identified a substantial set of EMT-relevant genes that display transcriptional induction or repression in an ERK-dependent manner during EMT, which is required for the phenotypic changes during this process.

### ERK signalling mediates global epigenetic reprogramming during EMT

Intrigued by the ERK-dependent transcriptional reprogramming, we next investigated whether these changes can be explained by the influence of ERK on epigenetic remodelling during EMT. Active regulatory elements, such as promoters and enhancers are accessible and marked by acetylation of lysine 27 at Histone H3 (H3K27ac), thereby allowing to study the activity state of both proximal and distal regulatory elements [21–23]. 

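NMuMG cells, a mouse mammary gland epithelial cell line that undergoes EMT under TGF-β, were studied untreated (0h) and after 4h and 24h of TGF-β at 2 ng/ml. TGF-β was given with the solvent DMSO or with the MEK inhibitor UO126 at 25 µM (ERKi), which was added 30 min before TGF-β and keeps ERK from being phosphorylated. ChIP-seq for H3K27ac gave 3 replicate libraries for each of the 5 conditions. The authors aligned the reads to mm9 with bowtie and called peaks in each library by itself with MACS2 under default parameters; the paper's text does not name the control used at that step. For each peak, the deposited lists give the position, the summit, the fold enrichment over the local background that MACS2 estimated, and -log10 of the p and q values, and no normalization between libraries was applied to them. The number of peaks per library was between 52221 and 59658 (median 53603) at 0h, between 50445 and 66385 (median 56140) at 4h and between 56759 and 68050 (median 61890) at 24h. It was between 56211 and 64815 (median 57660) at 4h under ERKi and between 56042 and 69180 (median 64660) at 24h under ERKi. The lists give no read totals. The lowest background per kb of fragment, which follows the number of reads if the background comes from the ChIP library itself, was between 15.6 and 20.5 fragments. Fold enrichments were not taken to be on a common scale, and each peak was given its percentile by fold enrichment among the peaks of its own library, from 0 (no peak called) to 100 (highest). The fold enrichment and the p value together fix the number of fragments at the summit (the pileup) and the local background of a peak, and whole numbers of fragments gave both deposited values to within 0.005 for all but 25 of the 893719 peaks. Percentiles by -log10 p and by pileup are given beside those by fold enrichment, and those by pileup were chosen after the values by fold enrichment had been seen. Overlapping peaks of the 15 libraries were merged into 89050 regions with a median width of 592 bp, of which 26934 held a peak in every library and 20144 in a single library. Conditions were compared with two-sided exact permutation tests over libraries, in which 3 libraries against 3 cannot give a p below 0.1.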

We therefore performed, a genome-wide analysis using ChIP-seq for H3K27ac at different time points of TGF-β-induced EMT in normal and ERK-inhibited conditions. 

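Each peak was assigned by its summit to a promoter (from 1000 bp upstream to 100 bp downstream of a transcription start site, the default of HOMER), UTR, exon, intron or intergenic region of the GENCODE annotation for mm9, and the shares are means ± SD over the 15 libraries. Promoters held 17.9% ± 1.36 of the summits and 2.38% of the genome, a ratio of 7.51, with 15.4 to 20.2% in single libraries. Introns held 40.6% ± 0.829 of the summits and 35.7% of the genome, a ratio of 1.14. Intergenic regions held 34.7% ± 1.12 of the summits and 59.0% of the genome, a ratio of 0.588. Exons held 4.61% and UTRs 2.17% of the summits, against 1.90 and 0.941% of the genome. The share in introns differed between the conditions by more than the spread of the replicates, from 39.6% ± 0.356 at 0h (SD, n = 3) to 41.8% ± 0.836 under ERKi at 24h (SD, n = 3; exact permutation test over all partitions of the libraries, p = 0.00106, Benjamini-Hochberg adjusted over the 5 classes p = 0.00528). With all libraries exchangeable, no difference was found in the share in promoters (exact permutation test, p = 0.405, adjusted p = 0.507), and the lowest p among the other classes was 0.0808, for exons. This depends on the test, since within replicate numbers as a block, a choice added after these values had been seen, the exact permutation p was 0.0466 for promoters (adjusted 0.0582), 0.00556 for exons (adjusted 0.0139), 0.0277 for UTRs (adjusted 0.0462), 0.000139 for introns (adjusted 0.000694) and 0.148 for intergenic regions. Without ERKi 24h replicate 2 and without the block, the exact p for promoters was 0.0571, and whether the promoter share differs between the conditions is left open. With promoters within 2500 bp of a start site, they held 35.4% of the summits, introns 30.0% and intergenic regions 32.8%. With the 20000 peaks of each list that have the highest -log10 p, promoters held 31.2%, introns 33.1% and intergenic regions 23.9%.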

The genomic distribution confirmed the enrichment of the H3K27ac at promoters and potential enhancers, which are primarily situated in intergenic and intronic regions (Figure 3A). A comparative analysis of H3K27ac peaks did not show differences in the overall numbers of peaks (Figure 3A). 

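The mean number of peaks per library was 55161 ± 3956 at 0h, 57657 ± 8078 at 4h and 62233 ± 5653 at 24h, and 59562 ± 4607 at 4h and 63294 ± 6675 at 24h under ERKi (SD, n = 3 each). The peak number across the 5 conditions did not differ by more than the spread of the replicates (exact permutation test over all partitions into 5 groups, p = 0.478). Replicate 3 had the most peaks in each condition, with 65618 ± 3720.1 against 56059 ± 5494 in replicate 1 and 57067 ± 3063 in replicate 2 (SD, n = 5; exact permutation of the replicate numbers within conditions, p = 0.0100). With the permutations kept within replicate numbers, the p between conditions was 0.0760, and with each library left out in turn it was between 0.210 and 0.678. ERKi libraries had 1905 more peaks than DMSO libraries at 4h (exact permutation test, p = 0.8) and 1061 more at 24h (p = 0.8 from the same exact test). Neither direction was stable. The difference at 4h was -1700.5 peaks without 4h replicate 1, and that at 24h was -1882 peaks without ERKi 24h replicate 3. At 24h there were 7072 more peaks than at 0h (exact permutation test, p = 0.2). That test does not pair the replicate numbers, and within each number there were more peaks at 24h. They rose from 52221 to 56759 in replicate 1, from 53603 to 61890 in replicate 2 and from 59658 to 68050 in replicate 3. The methods merge the peaks of the replicates without giving the rule and later filter them by their enrichment over input. Merging all overlapping peaks of the 3 replicates, without that filter, left 60384 regions at 0h, 65725 at 4h, 72623 at 24h, 67839 under ERKi at 4h and 73728 under ERKi at 24h.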

We next examined local changes at specific sites. 

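The highest H3K27ac peak of each library was read in the 4 genome browser windows of Fig. 3B–3E. The window of Fig. 3B (26973 bp) overlaps Wnt4 (ENSMUSG00000036856), which lies on chromosome 4 of mm9 from 136833404 to 136855641. There the peak stood at percentile 80.2 ± 6.57 at 0h, 81.0 ± 6.44 at 4h and 83.0 ± 2.25 at 24h, and 81.6 ± 7.15 and 87.2 ± 5.45 under ERKi at 4h and 24h by fold enrichment (SD, n = 3 each). By pileup the percentile fell from 63.5 ± 2.83 at 0h to 50.2 ± 7.47 at 24h, and it was 71.0 ± 2.18 at 24h under ERKi. The window of Fig. 3D (43497 bp) overlaps Nid2 (ENSMUSG00000021806; chromosome 14 from 20570479 to 20631009). Its highest peak stood at percentile 66.9 ± 6.14 at 0h, 65.3 ± 9.53 at 4h and 55.6 ± 21.7 at 24h, and 64.6 ± 6.40 and 72.5 ± 19.5 under ERKi at 4h and 24h by fold enrichment. By pileup it fell from 56.0 ± 7.91 at 0h to 32.9 ± 12.4 at 24h, against 56.6 ± 7.19 at 24h under ERKi. The window of Fig. 3C (35964 bp) overlaps Itga2 (ENSMUSG00000015533; chromosome 13 from 115626124 to 115722249), with percentiles by fold enrichment of 77.6 ± 3.33 at 0h, 77.6 ± 4.82 at 4h and 74.4 ± 8.64 at 24h, and 83.8 ± 3.52 and 86.6 ± 6.98 under ERKi at 4h and 24h. By pileup they rose from 60.9 ± 3.90 at 0h to 84.2 ± 4.14 at 24h, and were 68.9 ± 2.28 and 73.3 ± 2.52 under ERKi at 4h and 24h. The window of Fig. 3E (4749 bp) lies 20665 bp outside Jak2 (ENSMUSG00000024789; chromosome 19 from 29326318 to 29387570) in the annotation. Its percentiles by fold enrichment were 67.6 ± 7.77 at 0h, 72.9 ± 3.48 at 4h and 83.5 ± 1.66 at 24h, and 61.7 ± 5.12 and 80.8 ± 6.11 under ERKi at 4h and 24h, and by pileup 74.9 ± 3.60 at 0h, 89.7 ± 0.951 at 4h and 99.7 ± 0.0372 at 24h, and 69.5 ± 5.84 and 79.7 ± 6.72 under ERKi at 4h and 24h. 3 comparisons per window were made, 24h against 0h and ERKi against DMSO at 4h and 24h. Of these 12, a loss with TGF-β and a higher value under ERKi for Wnt4 and Nid2, and the opposite for Itga2 and Jak2, was seen in 7 by fold enrichment, 12 by -log10 p, 12 by the share of the window that peaks cover and 12 by pileup. The replicates of the groups compared did not overlap in 2, 5, 5 and 10 of them, where chance gives 10%, and all of these had that direction. No comparison reached an adjusted p below 0.6 by fold enrichment or 0.164 by pileup, adjusted over the 18 comparisons in 6 windows (two-sided exact permutation tests). By fold enrichment, leaving out 1 library turned the sign of the difference at 24h against 0h in the windows of Fig. 3C and 3D, of ERKi against DMSO at 4h in those of Fig. 3B and 3D, and of ERKi against DMSO at 24h in that of Fig. 3E.

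**Figure D1:**
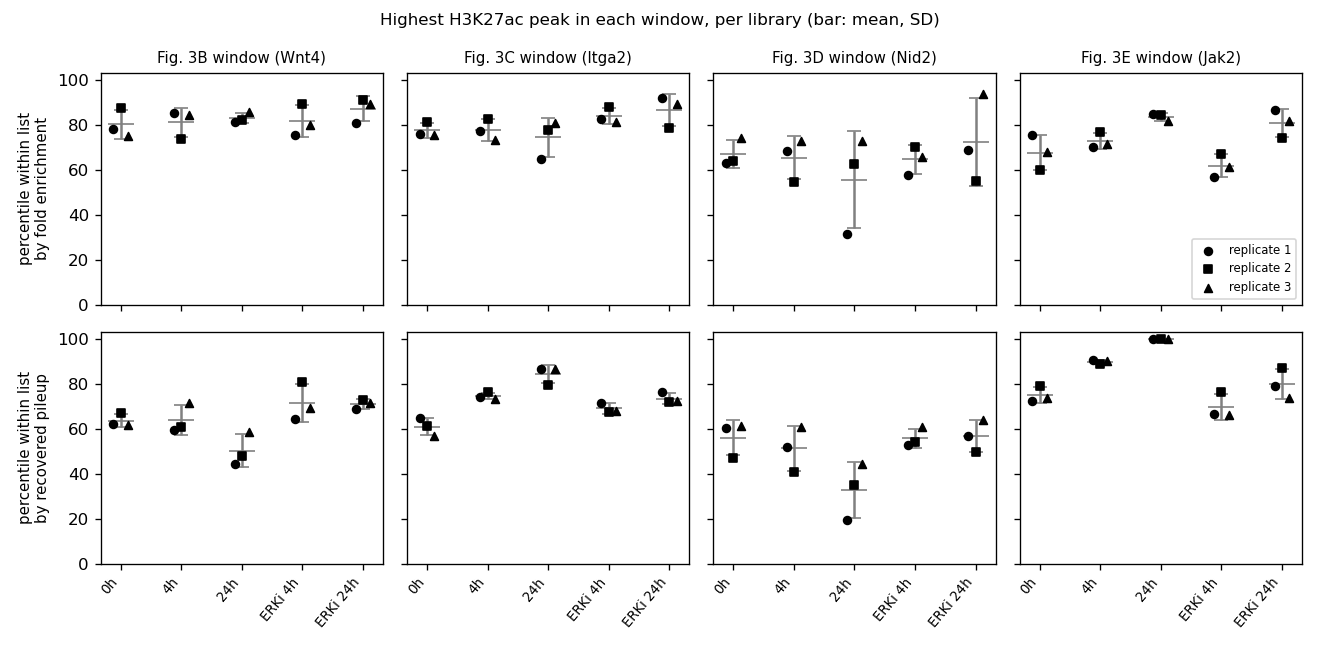
Percentile, within its own library, of the highest H3K27ac peak in the windows of Fig. 3B–3E, by fold enrichment (upper panels) and by pileup (lower panels). Points are replicates, and bars are the mean and SD of 3 replicates. By pileup the 24h values lie below the 0h values for Wnt4 and Nid2 and above them for Itga2 and Jak2, and by fold enrichment the conditions overlap in most panels.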

An inspection of tracks in the UCSC Genome Browser for the H3K27ac mark at promoter and non-promoter regions revealed that epithelial (Nid2 and Wnt4) and mesenchymal (Jak and Itga2) genes displayed ERK-dependent H3K27ac remodelling accompanying the transcriptional changes (Figure 3B–3E).

**Figure 3:**
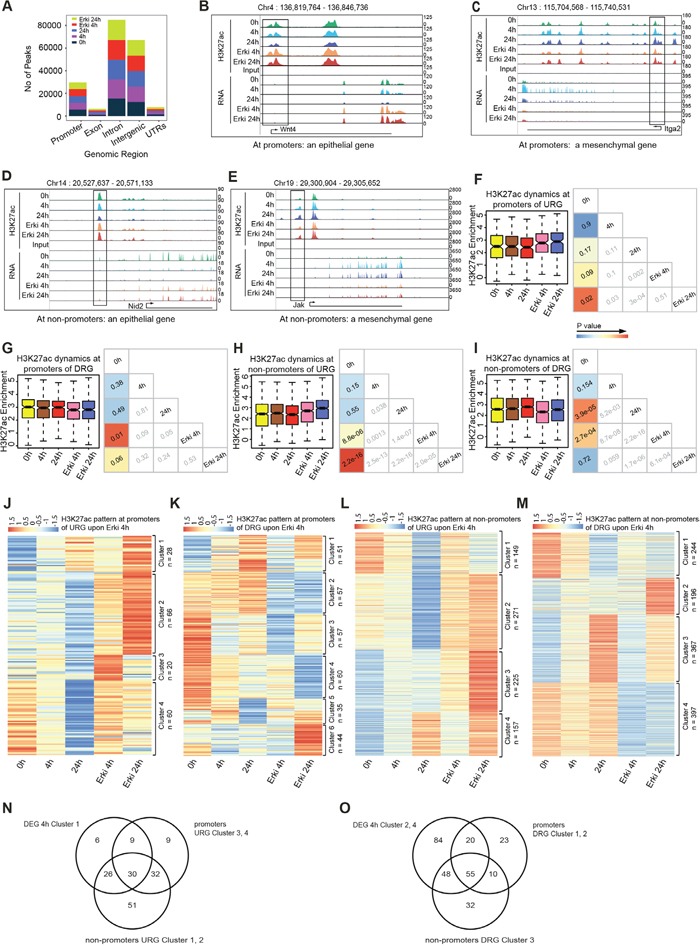
ERK pathway impacts upon H3K27ac dynamics during EMT **(A)** Bar plots represent the genome-wide peak distribution of the H3K27ac sites. **(B, D)** UCSC Genome Browser tracks representing H3K27ac enrichment and expression levels at promoters **(B)** and non-promoters **(D)** of epithelial marker genes in all conditions. **(C, E)** UCSC Genome Browser tracks representing H3K27ac enrichment and expression level at promoters **(C)** and non-promoters **(E)** of mesenchymal marker genes in all conditions. **(F)** Box plot represents the H3K27ac dynamics for the promoters of URGs with p-value cross correlation plot for each of these time points. **(G)** Box plot represents the H3K27ac dynamics for the promoters of DRGs with p-value cross correlation plot for each of these time points. **(H)** Box plot represents the H3K27ac dynamics for the non-promoters of URGs with p-value cross correlation plot for each of these time points. **(I)** Box plot represents the H3K27ac dynamics for the non-promoters of DRGs with p-value cross correlation plot for each of these time points. **(J)** Heatmap of H3K27ac dynamics at all time points at promoter regions of URG-representing clusters generated by k-means clustering. **(K)** Heatmap of H3K27ac dynamics at all time points at promoter regions of DRG-representing clusters generated by k-means clustering. **(L)** Heatmap of H3K27ac dynamics at all time points at non-promoter regions of URG-representing clusters generated by k-means clustering. **(M)** Heatmap of H3K27ac dynamics at all time points at non-promoter regions of DRG-representing clusters generated by k-means clustering. **(N)** Venn diagram representing the overlap of cluster 1 from 4h DEGs (Figure 2H) with clusters 3 and 4 from URG promoters and clusters 1 and 2 from URG non-promoters. **(O)** Venn diagram representing the overlap of clusters 2 and 4 from 4h DEGs (Figure 2H) with clusters 1 and 2 from DRG promoters and cluster 3 from DRG non-promoters. DRG: Downregulated genes in ERKi condition versus DMSO; URG: upregulated genes in ERKi condition versus DMSO; DEG: Differentially expressed genes in ERKi condition versus DMSO.

To further unravel the ERK-dependent H3K27ac dynamics that occur during normal and ERK-inhibited EMT and uncover whether chromatin changes might explain the observed gene expression changes, we further analysed the H3K27ac dynamics at promoters and distal regulatory sites that were differentially expressed between cells undergoing normal and ERK-inhibited EMT after 4h (Figure 3F–3M). Interestingly, we observed a strong effect of ERK inhibition on the overall H3K27ac levels at all regions, a result in agreement with the observed transcriptional response (Figure 3F–3I). To predict whether these ERK-dependent H3K27ac changes might explain the phenotypic reversal towards an untreated state after ERK inhibitor treatment, we performed k-means clustering to assess the dynamics of H3K27ac at promoters and non-promoter regions for the genes that were deregulated at 4h (Figure 3J–3M). Similarly to our observations for gene expression, various clusters were found in all conditions that exhibited reversed H3K27ac status along with the expression changes for which they were selected, thus suggesting that ERK signalling is required for H3K27ac remodelling during EMT and thereby partially explains the ERK-dependent transcriptome remodelling. By analysing the promoters of genes that were upregulated at 4h of ERK-inhibited EMT induction, we found that clusters 3 and 4 exhibited decreased H3K27ac levels during normal EMT but reverted towards levels observed in epithelial cells in the ERK-inhibited condition. These clusters contained epithelial genes, such as Wnt4, Id3 and Cldn9 (Figure 3J). Moreover, in the analysis of the promoters of genes that were downregulated in ERK-inhibited EMT at 4h, the genes in clusters 1 and 2 displayed increased H3K27ac levels during normal EMT but not after ERK inhibition (Figure 3K). 

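Id3 (ENSMUSG00000007872) lies on chromosome 4 of mm9 from 135699412 to 135701670 and Cldn9 (ENSMUSG00000066720) on chromosome 17 from 23819552 to 23820985. For each gene the highest peak that overlaps a promoter of any annotated transcript was taken, wherever its summit lies. Such a peak with its summit outside every promoter can also be counted as distal. At the promoter of Wnt4, the percentile by fold enrichment was 36.9 ± 13.8 at 0h, 63.5 ± 5.19 at 24h and 39.5 ± 25.6 at 24h under ERKi (SD, n = 3), and at 4h it was 50.4 ± 15.5 with DMSO and 46.6 ± 24.4 under ERKi. By pileup, the ERKi libraries were above the DMSO libraries by 11.1 percentiles at 4h and 13.2 at 24h, and the 24h libraries fell by 3.33 against 0h. With promoters extended to 2500 bp on either side of the start sites, ERKi exceeded DMSO by 9.27 and 7.37 percentiles by fold enrichment as well. The percentile of Id3 by fold enrichment was 27.6 ± 15.2 at 0h, 33.9 ± 15.0 at 24h and 28.8 ± 11.5 at 24h under ERKi, differences smaller than the spread of the replicates. Its percentile by pileup was 86.2 ± 1.57 at 0h, 74.4 ± 4.17 at 24h and 82.6 ± 4.85 at 24h under ERKi, without overlap between 24h and either of the others (exact permutation test, p = 0.1 for each). No library had a peak at the promoter of Cldn9 except 1 library of ERKi 4h, so the conditions could not be compared with this promoter. With promoters within 2500 bp, every library had a peak there, and by fold enrichment ERKi exceeded DMSO by 5.39 percentiles at 4h and, without overlap, by 16.7 at 24h (exact permutation test, p = 0.1), and 24h exceeded 0h by 9.82. Without 24h replicate 2, Id3 by fold enrichment was lower at 24h than at 0h (Id3 promoter, 24h against 0h: -0.0514 percentiles).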

Strikingly, these clusters contained EMT-relevant genes, such as Hmga2, Il11, Itga2, Tgfbr1 and Lamb1, which also exhibited transcriptional reversal (Supplementary Figure 4A).

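Hmga2 (ENSMUSG00000056758) lies on chromosome 10 of mm9 from 119798331 to 119913525, Il11 (ENSMUSG00000004371) on chromosome 7 from 4724669 to 4734460, Tgfbr1 (ENSMUSG00000007613) on chromosome 4 from 47366094 to 47427803 and Lamb1 (ENSMUSG00000002900) on chromosome 12 from 31950099 to 32014509. At the promoter of Itga2, the percentile by fold enrichment was 76.7 ± 4.42 at 0h and 27.5 ± 24.9 at 24h (SD, n = 3), and 58.9 ± 15.0 at 24h under ERKi. By pileup it was 74.5 ± 1.47 at 4h and 68.9 ± 2.28 at 4h under ERKi, without overlap (exact permutation test, p = 0.1). Hmga2 stood at 41.2 ± 9.60 at 0h and 27.7 ± 17.6 at 24h by fold enrichment and at 82.2 ± 1.31 at 0h and 94.5 ± 4.32 at 24h by pileup. Under ERKi its percentile by fold enrichment fell by 14.0 at 4h and rose by 13.7 at 24h relative to DMSO, while by pileup it fell by 4.01 at 4h and fell by 6.58 at 24h. Lamb1 was at 36.8 ± 9.91 at 0h and 26.6 ± 6.13 at 24h by fold enrichment and at 5.98 ± 5.99 at 0h and 19.8 ± 6.64 at 24h by pileup, with 9.18 ± 8.31 at 24h under ERKi. The percentile of Tgfbr1 was 69.6 ± 17.1 at 0h and 39.7 ± 15.7 at 24h by fold enrichment and 77.6 ± 10.5 at 0h and 87.2 ± 3.76 at 24h by pileup, and under neither measure were the ERKi replicates separated from the DMSO replicates at 4h or 24h. At the promoter of Il11, a peak was called in 2 libraries at 24h, in 1 at 24h under ERKi and in none of the other conditions. Over the 8 genes named at promoter clusters with 3 comparisons each, 4 of 24 comparisons by fold enrichment had the direction of the clusters, 13 by -log10 p and 20 by pileup, and 3 were 0 under each measure. With promoters within 2500 bp it was 5 by fold enrichment. The groups did not overlap in 3 comparisons by fold enrichment, 1 of them in that direction, in none by -log10 p and in 6 by pileup, all in that direction, where chance gives 10%. With promoters within 2500 bp they did not overlap in 7 comparisons by fold enrichment, 1 of them in that direction, and the others include all 3 of Il11, -32.0 percentiles at 24h against 0h and 18.0 and 22.3 for ERKi at 4h and 24h. Adjusted over the 51 comparisons of 17 genes, no p was below 0.567 by fold enrichment or 0.364 by pileup (exact permutation tests).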

Because the number of EMT-relevant differentially expressed genes that could be explained by an ERK-dependent H3K27ac dynamic at promoters was limited, we explored whether distal H3K27ac sites might regulate the remaining set of EMT-relevant changes that occur after ERK inhibition. In this analysis, at non-promoter regions of genes that were upregulated after ERK inhibition at 4h, we found that clusters 1 and 2 (n=149 and n=271 regions, respectively) exhibited decreased H3K27ac levels during normal EMT but not after ERK inhibition (Figure 3L). These potential enhancer elements that exhibited a more epithelial-like H3K27ac level after ERK inhibition were associated with genes that are critical for epithelial biology, such as Cmtm8, Wnt4 and Shroom3. Moreover, these genes also showed expression level reversal after ERK inhibition (Supplementary Figure 4B) and might therefore be regulated by distal regulatory regions. 

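Peaks with a summit outside promoters were assigned to the protein-coding gene with the nearest start site and counted in each library. Cmtm8 (ENSMUSG00000041012) lies on chromosome 9 of mm9 from 114698463 to 114753270 and Shroom3 (ENSMUSG00000029381) on chromosome 5 from 93112461 to 93394344. The number of distal peaks of Cmtm8 was 5 ± 1 at 0h, 5.33 ± 3.21 at 4h and 2.67 ± 1.15 at 24h, and 9.33 ± 1.53 and 9.67 ± 1.53 under ERKi at 4h and 24h (SD, n = 3 each). Without overlap between the replicates, ERKi libraries had more of them than DMSO libraries at 24h (exact permutation test, p = 0.1). Over both times and permuted within time, a test chosen after the values at single times had been seen, ERKi added 5.5 peaks (exact permutation test, p = 0.015, adjusted over 17 genes p = 0.113; the smallest p this design gives is 0.005). Wnt4 had 7.33 ± 0.577 at 0h, 7.33 ± 1.15 at 4h and 6 ± 0 at 24h, and 9.33 ± 2.08 and 7.33 ± 0.577 under ERKi at 4h and 24h distal peaks. Shroom3, the longest of these genes, had 40.3 ± 2.52 at 0h, 39.7 ± 5.51 at 4h and 31.3 ± 6.66 at 24h, and 39.3 ± 4.93 and 40.7 ± 3.51 under ERKi at 4h and 24h. Its difference between ERKi and DMSO at 4h was smaller than the spread of the replicates and changed sign with 1 library left out, and that at 24h was 9.33 peaks (exact permutation test, p = 0.2). Among peaks with a fold enrichment of at least 5, the difference between 24h and 0h turned positive for Wnt4 (0.333) and Shroom3 (2.33).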

The genes nearest to these potential enhancers were strongly associated with signalling pathways and apoptosis as well as with tissue development, response to wounding, positive regulation of cell communication and epithelial cell development, thus suggesting their importance in epithelial biology (Supplementary Figure 4C). An inspection of H3K27ac kinetics at non-promoter regulatory regions of genes downregulated at 4h of ERK-inhibited EMT revealed that cluster 3 (n=367 regions) exhibited substantial H3K27ac enrichment during normal EMT but reverted towards epithelial status in the ERK-inhibited condition (Figure 3M). These potential enhancers were located close to mesenchymal state-promoting genes, such as Il11, Hmga2, Lamb1, Jag1 and Itgb3 (Supplementary Figure 4D), which also exhibited downregulated expression levels after ERK inhibition. 

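Jag1 (ENSMUSG00000027276) lies on chromosome 2 of mm9 from 136907192 to 136942380 and Itgb3 (ENSMUSG00000020689) on chromosome 11 from 104469370 to 104531790. Il11 had 1 ± 0 at 0h, 2 ± 1 at 4h and 3.67 ± 1.15 at 24h, and 1 ± 0 and 1.67 ± 0.577 under ERKi at 4h and 24h distal peaks (SD, n = 3 each). Hmga2 had 7.33 ± 1.15 at 0h, 10.7 ± 2.08 at 4h and 16.3 ± 1.15 at 24h, and 12.7 ± 1.53 and 13.3 ± 1.15 under ERKi at 4h and 24h. For both genes, the replicates did not overlap between 0h and 24h or between ERKi and DMSO at 24h, and at 4h Hmga2 had more distal peaks under ERKi than with DMSO. The distal peaks of Lamb1 numbered 5.67 ± 2.52 at 0h, 10.7 ± 2.08 at 4h and 12 ± 1 at 24h, and 10.3 ± 3.06 and 9.67 ± 1.15 under ERKi at 4h and 24h, those of Jag1 40.7 ± 3.51 at 0h, 41.7 ± 6.43 at 4h and 54.7 ± 5.13 at 24h, and 40.3 ± 6.35 and 45.3 ± 8.14 under ERKi at 4h and 24h, and those of Itgb3 6.33 ± 0.577 at 0h, 6.33 ± 1.15 at 4h and 15.3 ± 4.04 at 24h, and 6.67 ± 3.51 and 9.67 ± 2.08 under ERKi at 4h and 24h. For all 5 genes, every 24h library had more distal peaks than every 0h library (exact permutation test, p = 0.1 for each gene). The difference of ERKi from DMSO at 24h was between -9.33 (Jag1) and -2 peaks (Il11). At 4h the change under ERKi was smaller than the spread of the replicates for Lamb1, Jag1 and Itgb3, and its sign changed for these genes with 1 library left out. Over both times, the number for Il11 fell by 1.5 peaks under ERKi (exact permutation within time, p = 0.02, adjusted p = 0.113). Among these genes, Cmtm8, Wnt4 and Shroom3, and Nid2 and Jak2 of Fig. 3, a loss with TGF-β and a higher number under ERKi for epithelial genes, and the opposite for mesenchymal genes, was found in 10 of 10 genes for 24h against 0h (6 without overlap), in 7 for ERKi at 4h (0) and in 10 for ERKi at 24h (4), where chance separates 10%. Adjusted over 51 comparisons, no p was below 0.364. Among peaks with a fold enrichment of at least 5, the difference of ERKi from DMSO at 24h was positive for each of the 5 genes, between 0.333 and 1.67 peaks.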

GO terms for these genes were associated with many signalling cascades, including the MAPK cascade and EMT-relevant processes, such as cell migration, locomotion, gastrulation and cell motility (Supplementary Figure 4E), thus suggesting the potential for ERK-dependent enhancer activation, which leads to a gain in H3K27ac status during EMT. Having observed gene clusters that were essential for maintaining epithelial cell-like expression patterns in ERK-inhibited EMT (Figure 2H) and might explain the failure of cells to undergo proper EMT, we sought to determine the proportion of these genes whose expression changes could be explained by H3K27ac patterns either at promoters or potential enhancer elements. For the genes that were essential for epithelial biology and downregulated during normal EMT but not when ERK signalling was compromised (Figure 2H, cluster 1), almost all genes exhibited a reverted H3K27ac pattern either at promoters (~55%), potential enhancers (~78%) or both (~42%), thus suggesting that ERK-dependent transcriptional remodelling is consistent with epigenetic changes (Figure 3N). Similarly, more than half (60%) of the mesenchymal genes that were transcriptionally induced during EMT in an ERK-dependent manner (Figure 2H, cluster 2 and 4) also showed a reverted H3K27ac pattern at promoters (~36%), enhancers (~50%) or both (~27%) (Figure 3O).

### ERK-dependent epigenetic reprogramming contributes to transcriptional changes during EMT

Since ERK signalling was found to be essential for a subset of the transcriptional and epigenetic changes that accompany normal EMT, we performed a more comprehensive investigation of the association between the H3K27ac and transcriptome changes during EMT and their dependence on ERK signalling (Figure 4A). Thus, we examined the global H3K27ac changes between normal and ERK-inhibited EMT at 4h in promoter and non-promoter regions at genes that were differentially expressed under these conditions (Figure 4B and 4C, Supplementary Figure 5A). Strikingly, we observed a very strong correlation at promoters and non-promoters, thus suggesting that ERK-dependent transcriptional remodelling is linked to H3K27ac dynamics. Whereas a small set of genes displayed ERK-dependent regulation of H3K27ac at their promoters (number of genes (G) = 68), a far larger set of genes (G=262) was regulated by H3K27ac changes at potential enhancer regions (number of regions (R) =639), thus suggesting that ERK signalling affects gene regulation via enhancer regulation. To extract the subset of such regions that might explain the observed epithelial phenotype of cells during ERK-inhibited TGF-β-induced EMT, we selected the set of regions that exhibited significantly induced or suppressed H3K27ac levels during normal EMT and reverted in both H3K27ac and expression towards an epithelial state in ERK-compromised EMT (Figure 4A). Strikingly, even though these regions were selected from the 4h time point, the reversal was equally strong and highly significant at both 4h and 24h (Figure 4D and 4E, Supplementary Figure 5B and 5C). This finding clearly indicates that such regions are important not only at the onset of EMT but also at later time points, when the cells are in a more mesenchymal state. 

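The expression of the nearest gene, which the paper used in selecting these regions, was not part of the selection here. Distal regions were selected from the libraries of 2 replicate numbers and read in the remaining number at every condition, each number in turn. Regions called in both 24h libraries and in neither 0h library (5140 to 8448) were read in the held-out libraries, where 8.95% ± 5.22 of them held a peak at 0h, 33.7% ± 16.7 at 4h and 76.8% ± 21.3 at 24h (SD, n = 3 held-out numbers). Under ERKi the share was 30.9% ± 13.6 at 4h and 62.2% ± 25.9 at 24h. Regions called at 0h and not at 24h (2278 to 4046) held a peak in the held-out library in 75.6% ± 13.4 of cases at 0h, 53.2% ± 22.4 at 4h and 17.2% ± 12.5 at 24h, and in 59.5% ± 15.1 and 36.0% ± 16.4 under ERKi at 4h and 24h. Over all regions, promoters included, the share of the change from 0h to 24h that ERKi undid at 24h was 0.214 for gained and 0.318 for lost regions (exact sign-flip test over the 3 numbers, p = 0.25 for each, the smallest it can give). With regions selected by their change at 4h, ERKi at 4h undid 0.0440 of the gain (exact sign-flip test, p = 0.75) and 0.176 of the loss (p = 0.5 from the same exact test). The first of these changed sign to -0.0651 without 4h replicate 3, and the reversal of regions lost at 4h to -0.0215 among peaks with -log10 q of at least 10. The reversal of regions lost at 4h rose to 0.394 without 0h replicate 3, above the value at 24h under the same choice, and without held-out libraries the values at 4h and 24h were 0.343 and 0.356 for lost and 0.200 and 0.305 for gained regions. A set nearer to the paper's was chosen after these values had been seen, of distal regions that also differed between DMSO and ERKi at 4h in the selecting libraries. Those gained (847 to 1281) held a peak in 13.6% ± 7.62 at 0h. The share was 46.8% ± 27.4 at 4h and 32.6% ± 20.1 at 4h under ERKi, and 83.4% ± 13.2 and 64.8% ± 27.6 at 24h. Those lost (577 to 1082) held a peak in 74.3% ± 14.3 at 0h. The share was 48.0% ± 26.1 and 62.1% ± 17.4 at 4h and 14.9% ± 9.76 and 37.5% ± 17.3 at 24h. The change under ERKi was thus -14.1 and -18.6 percentage points for gained and 14.0 and 22.5 for lost regions at 4h and 24h, with the same sign in each of the 3 numbers. With 1 library left out they kept their sign but ranged from -18.6 to -3.96 at 4h and -25.6 to -5.60 at 24h for gained regions, and from 8.76 to 19.0 at 4h and 12.3 to 30.5 at 24h for lost regions. The p of each was the smallest that this exact test can give, and the changes at 4h and 24h were not tested against each other. In both sets the change from 0h without ERKi was smaller at 4h than at 24h. The smaller points at 4h therefore do not show a weaker reversal. From the reversal at both times, the paper concludes that such regions matter at the onset of EMT and at later times as well.

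**Figure D2:**
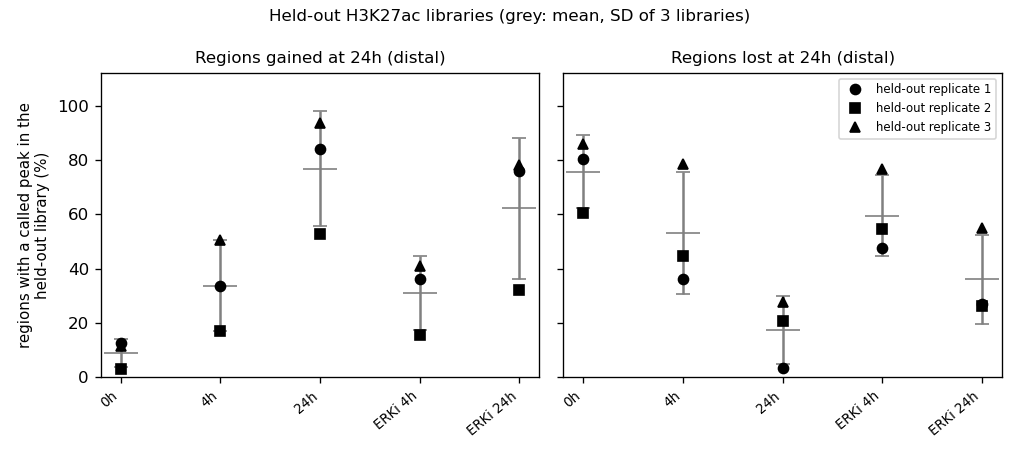
Share of the distal regions gained (left) or lost (right) at 24h that hold a peak in the held-out library of each condition, in percent. Points are the 3 held-out replicate numbers, and grey bars are their mean and SD. At 24h the share in gained regions was lower under ERKi than with DMSO for each number, and in lost regions it was higher.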

The gene ontology categories that were enriched for the genes that lost expression and H3K27ac levels at their nearest potential enhancer during EMT in an ERK-dependent fashion relate to epithelial cell development, mammary gland epithelial development, several signalling and metabolic processes (Figure 4F). These results suggest that these genes are important in epithelial biology and the tuning of signalling and metabolism during cell fate change. The genes that gained expression and enhancer H3K27ac levels in an ERK-dependent manner during EMT were enriched in GO terms associated with cell migration, motility, locomotion and wound healing, thus indicating their involvement in the acquisition of a mesenchymal, motile phenotype. In addition, several metabolic and signalling GO terms were also enriched that again relate to different requirements during cell fate changes (Figure 4G).

**Figure 4:**
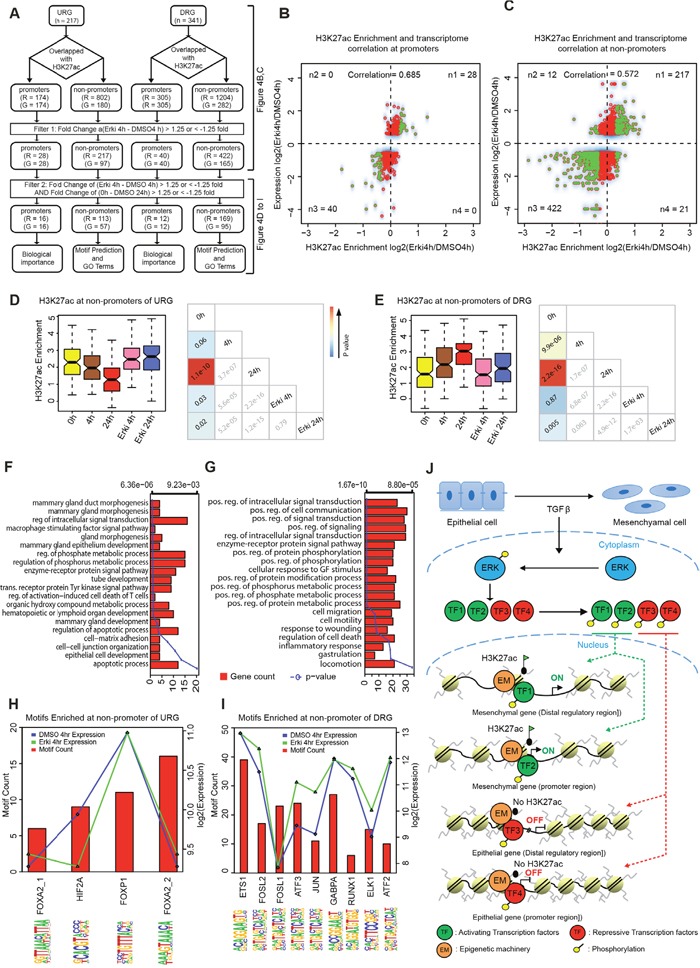
ERK-dependent chromatin changes contribute to transcriptional reprogramming during EMT **(A)** Scheme representing the strategy for downstream analysis. **(B)** Correlation of H3K27ac dynamics and gene expression at promoter regions (n1, n2, n3, n4 represent the number of significant H3K27ac sites at the respective gene). **(C)** Correlation of H3K27ac dynamics and expression of the nearest gene at non-promoter regions (n1, n2, n3, n4 represents the number of significant H3K27ac sites at differentially expressed genes). **(D)** Boxplot representing the significantly regulated non-promoters sites of URG in 1) the normal EMT time course between 0h and 24h and 2) between the 4h time points of ERKi and DMSO, with p-value cross correlation plots for each of these conditions below. **(E)** Boxplot representing the significantly regulated non-promoters sites of DRG in 1) the normal EMT time course between 0h and 24h and 2) between the 4h time points of ERKi and DMSO, with p-value cross correlation plots for each of these conditions below. **(F)** GO terms for the URGs that significantly changes 1) between ERKi 4h and DMSO 4h and 2) in the normal EMT time course between 0h and 24h. **(G)** GO terms for the DRGs that significantly changes 1) between ERKi 4h and DMSO 4h and 2) in the normal EMT time course between 0h and 24h DMSO. **(H)** Plot representing the motifs enriched at non-promoter sites of URGs. **(I)** Plot representing the motifs enriched at non-promoter sites DRGs. **(J)** Model showing ERK dependent epigenetic reprogramming during EMT: During TGF-β induced EMT, ERK signalling becomes activated and in turn phosphorylates downstream effectors including transcription factors (TFs) that translocate into the nucleus and establish gene expression program required for EMT. Such activating and repressing transcription factors interact with members of the epigenetic machinery (EM) to set up chromatin landscape changes at promoters and enhancer elements to activate mesenchymal and repress epithelial genes.

Next, we sought to predict transcription factors that may function at distal genomic sites that are epigenetically remodelled during EMT and contribute to gene expression changes. Therefore, we performed a motif prediction at the distal regions that exhibited reverted H3K27ac levels and examined the expression of the predicted binding factors during normal EMT (Figure 4H–4I and Supplementary Figure 5D-5E). This analysis revealed the genes that were downregulated during EMT in an ERK-dependent fashion might be directly acted upon by FOXA2, HIF2A and FOXP1, all of which are expressed at the relevant time point at 4h of EMT (Figure 4H and Supplementary Figure 5D). 

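Consensus sequences were counted around the summits of the distal regions called in all 24h and no 0h libraries (gained, n = 4252) and of those called in all 0h and no 24h libraries (lost, n = 1763), without a selection by ERKi or by expression, against the 19922 distal regions called in all libraries. The tests are two-sided Fisher's exact tests, adjusted over 6 motifs in both sets by Benjamini-Hochberg. The FOX consensus TRTTTAC lay within 100 bp of the summit in 5.16% of the lost regions and 4.09% of the regions called in all libraries (odds ratio 1.28, p = 0.0346, adjusted exact p = 0.0692). In gained regions it was found in 4.96% (odds ratio 1.22, adjusted exact p = 0.0285), and gained and lost regions did not differ at this distance (odds ratio 0.959, p = 0.746, a comparison chosen after the data were seen). Within 250 bp, FOX was found in 19.7% against 12.3% (odds ratio 1.75, adjusted exact p = 8.40e-17) in lost regions, and its odds ratio in gained regions was 1.06 (adjusted exact p = 0.261). Gained and lost regions differed in this window (odds ratio 0.605, adjusted exact p = 1.46e-10, in the comparison chosen later). With 1 library left out, the log2 odds ratio for FOX motif in lost regions stayed between 0.21 and 0.51, and the adjusted exact p was below 0.05 in 8 of 15 such fits. With stricter choices of peaks the log2 odds ratio was 0.75 at a fold enrichment of at least 5, 0.85 with the top 20000 peaks and 1.00 at -log10 q of at least 10. The HIF consensus RCGTG was less frequent in lost regions, with 16.3% against 26.1% (odds ratio 0.550, adjusted exact p = 1.27e-20), and in gained regions, with 14.8% (odds ratio 0.492, adjusted exact p = 9.05e-59). It contains CG, and the sequences around the summits of lost and gained regions had 47.2 and 47.1% G and C, against 53.7% for the regions called in all libraries. These tests were not corrected for base composition. Gained and lost regions, which were close in G and C, did not differ in HIF (odds ratio 0.895, adjusted exact p = 0.345, in the comparison chosen later). Within 250 bp the odds ratio of gained against lost regions was 0.899 (adjusted exact p = 0.0907).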

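Of the factors in Fig. 4I, FOSL1, FOSL2, JUN and ATF3 can bind AP-1 sites, ETS1, ELK1 and GABPA belong to the ETS family, RUNX1 to the RUNX family, and ATF2 binds the CRE. In gained distal regions, the AP-1 consensus TGANTCA lay near the summit in 6.40% against 4.74% of the regions called in all libraries (odds ratio 1.37, adjusted exact p = 4.37e-05 from Fisher's exact test). Lost regions had it in 5.05% (adjusted exact p = 0.672). In the wider window around the summit, 37.5% of gained, 15.7% of lost and 22.2% of all-library regions had an AP-1 site, odds ratios of 2.10 and 0.651 (adjusted exact p = 1.84e-89 and 9.20e-11). The RUNX consensus TGTGGT was found in 15.5% of gained against 12.8% (odds ratio 1.25, adjusted exact p = 1.84e-05). Lost regions had it in 14.1% (adjusted exact p = 0.168), and gained and lost regions did not differ (odds ratio 1.12, adjusted exact p = 0.345). In the wider window its odds ratio was 1.39 in gained and 1.16 in lost regions (adjusted exact p = 4.60e-20 and 0.00833). There gained exceeded lost regions (odds ratio 1.20, adjusted exact p = 0.00293). The ETS consensus MGGAAGT was found in 6.84% against 6.06% (odds ratio 1.14, p = 0.0584, adjusted exact p = 0.100), and in the wider window its odds ratio was 1.01 (adjusted exact p = 0.846). In that window it was less frequent in lost regions (odds ratio 0.734, adjusted exact p = 9.37e-06), and gained exceeded lost regions (odds ratio 1.37, adjusted exact p = 7.49e-05). Near the summit, gained and lost regions did not differ in ETS (odds ratio 1.16, adjusted exact p = 0.345). Among the ETS results without 1 library, the adjusted p in gained regions was lowest without 24h replicate 1, at 0.000450 (ETS motif in gained regions). The CRE consensus TGACGTCA was rare, in 0.118% of gained regions against 0.100% (odds ratio 1.17, adjusted exact p = 0.864), and in the wider window its odds ratio was 0.356 (adjusted exact p = 4.40e-05). Of the 12 tests of 6 motifs in gained and lost regions, 5 had an adjusted p under 0.05, and 10 in the wider window.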

For the genes that were upregulated during EMT in an ERK-dependent manner, we identified ETS1, FOSL2, FOSL1, ATF3, JUN, GABPA, RUNX1, ELK1 and ATF2, which were also all expressed at the relevant EMT time point, thus suggesting that they are potential downstream factors of ERK signalling that function at these regions (Figure 4I and Supplementary Figure 5E). Overall, we identified a distinct set of EMT-relevant genes that undergo epigenetic and transcriptional reprogramming in an ERK-dependent manner and further predicted the downstream effectors that may mediate these responses.

## DISCUSSION

Epithelial to mesenchymal transition allows cells to migrate and therefore, it is a key process during development, wound healing, fibrosis and cancer metastasis. The phenotypic remodelling can be initiated by several signalling molecules that activate a plethora of downstream signalling cascades. A prototypic inducer of EMT is TGF-β, which is known to activate both the canonical Smad signalling pathway and several non-canonical pathways, including MAPK signalling. Although the interplay of several pathways has become increasingly clear and key EMT genes, such as Snail Twist and Zeb1 have been identified, the transcriptional networks induced by each pathway remain poorly understood. Here, we delineated the global transcriptional response during TGF-β-induced EMT in a model system of mouse mammary gland epithelial cells (NMuMG) and further narrowed the fraction of transcriptional responses that are dependent on ERK signalling by using an established ERK inhibitor. Strikingly, we observed that cells inhibited for ERK signalling shortly before TGF-β induction failed to undergo proper EMT and are retained in an epithelial state as further reflected by the phenotype and transcriptome analysis. Our results suggest that ERK signalling is critical for the onset of EMT given its induction at early stages of TGF-β induced EMT and observations that its inhibition compromises molecular and phenotypic changes required for acquiring mesenchymal identity. In light to our earlier findings where we showed that JNK signalling is inducted at later time points during EMT and is essential for progression of EMT but not its onset [20]. Such differences in induction kinetics of several EMT-relevant signalling pathways vouches for a comprehensive analysis to decipher how such networks collaboratively induce consecutive steps of TGF-β induced EMT and how this involves coordinated regulation of gene regulatory programs underlying EMT.

ERK inhibition led to failure of cells to induce critical EMT genes, such as Il11, Snai1, Hmga2, Sox9 and Lamb1. Moreover, the downregulation of key epithelial genes, such as Cdkn1a, Id2, Tjp3, Crb3 and Wnt4, was compromised, thus suggesting that active ERK signalling is essential for such transcriptional responses driving EMT. Interestingly, we also observed that the transcriptional response in ERK-inhibited cells at the late time point (24h) was more similar to that of the untreated condition (0h). We further examined the transcriptional dynamics during EMT and the dependence of early- versus late-induced transcriptional changes on ERK signalling. Interestingly, we clearly identified a set of ERK-dependent genes that were most strongly induced at 4h of EMT and were not highly activated at later time points. These genes had functions in locomotion and cell motility but displayed an overrepresentation of metabolic processes and signalling cascades, thus suggesting that the early changes strongly regulate the altered metabolic needs of cells that migrate out of connected tissues and the induction of secondary signalling cascades that transmit the original signal. The class of genes strongly induced at later EMT time points (24h) did not show such overrepresentation of metabolic and signalling processes but were mostly related to motility, migration, locomotion and movement, thus supporting the acquisition of a motile mesenchymal phenotype. Overall, the most EMT-relevant transcriptome changes were observed at the early time point (4h), while the later time point (24h) also included genes associated with cell cycle regulation as well as DNA metabolic processes in addition to few EMT relevant genes. This may simply reflect an accumulation of primary and secondary effects at later time points due to a prolonged inhibition of ERK signalling, where we may also start to see influence of inhibiting its known function in cellular proliferation [24] [25] [26].

A body of emerging evidence suggest that the fast integration of extracellular cues is essentially achieved by signalling cascades directly affecting chromatin and thereby ensuring a fast and precise transcriptional response [10]. Although the importance of epigenetic remodelling during cell fate changes is well known, genome-wide studies for chromatin alterations during EMT are sparse, and they have not focused on the effects of one particular signalling pathway on epigenomic changes [11]. Therefore, we chose to analyse the ERK signalling-dependent remodelling of the active chromatin mark H3K27ac, which is present at active promoters and enhancers, at different time points during TGF-β-induced EMT. Strikingly, we found that a large proportion of EMT-relevant genes that were transcriptionally regulated during EMT in an ERK-dependent manner associated with promoters or enhancer elements that displayed ERK-dependent remodelling of this chromatin mark. Therefore, we were able to show that a significant fraction of H3K27ac sites at promoters and intergenic regions become remodelled partly in an ERK-dependent fashion during EMT. This study thus provides the first description of an enhancer landscape that is remodelled in an ERK dependent manner during EMT and regulates the silencing of epithelial genes, such as Wnt4, Cmtm8, Shroom3 and the activation of mesenchymal genes, such as Hmga2, Il11, Itga2, Tgfbr1 and Lamb1. While these genes we exemplified have been established to be important for epithelial or mesenchymal identity, our study uncovers the regulatory elements that potentially function to control their expression and further offers a basis for investigation into the molecular players operating at these regions in their transcriptional regulation.

Since previous studies in mouse and human embryonic stem cells [16] demonstrated direct binding of ERK to chromatin [17, 18] we had also tested whether ERK directly binds chromatin during different stages of EMT. However, our attempts to do ChIP-seq assay using several endogenous antibodies as well as following overexpression of tagged versions of ERK1 and ERK2 during EMT showed no reliable binding sites (data not shown). Therefore, at least in the context of EMT, ERK does not function by a direct binding to chromatin and may exclusively employ downstream factors to mediate epigenetic reprogramming. To predict such factors we performed motif analysis at genomic regions losing and gaining H3K27ac that indicated the enrichment of a distinct set of transcription factors, many of which are known to be involved in EMT [27–30]. These factors offer ideal candidates for further mechanistic investigation of their function downstream of ERK in driving the observed epigenetic and transcriptional responses. To extend these findings, future work should also involve generating a phospho-proteome with and without ERK inhibition at early EMT time points to unravel transcription factors that are phosphorylated in an ERK-dependent manner during onset of EMT.

Overall, our data provide the first delineation of early and late transcriptional responses during TGF-β-induced EMT that rely on ERK signalling and relate these changes to the epigenetic reprogramming of the active regulatory landscape. These data further uncover distinct transcription factors that function downstream of ERK and cooperate with epigenetic machinery to mediate epigenetic reprogramming at regulatory elements of EMT-relevant genes (Figure 4J). Given these evidences for ERK signalling mediated chromatin remodelling to drive transcriptional program underlying EMT, it is desirable to gain a comprehensive understanding of the involved players and kinetics of these processes. Furthermore, it would be essential to validate the generality of our findings to different contexts of EMT such as gastrulation [31, 32], neural crest formation [33], tissue regeneration and wound healing [3, 4], as well as pathogenic conditions such as fibrosis [5] and metastasis formation during tumorigenesis [6] [34]. Deciphering these mechanisms will allow us to uncover the basic principles of gene regulation driving cell-fate changes, at the same time offer possibility to reveal novel therapeutic avenues for the treatment of disorders involving aberrant EMT, such as cancer.

## MATERIALS AND METHODS

### Cell culture

For our study we used a subclone of NMuMG cells (NMuMG/E9, hereafter NMuMG) that has been described previously [19] and was grown in DMEM supplemented with 10% FBS, 2 mM L-Glutamine and 1X Non-essential amino acids and cultured at 37°C with 7% CO_2_ in a humid incubator. For EMT induction, NMuMG cells were treated with 2 ng/ml TGF-β (rhTGF-β1 240-B, R&D systems) for the indicated time points.

### Inhibitor treatment

Cells were seeded at same densities and pretreated 30 min prior to TGF-β treatment with ERK-signaling inhibitors UO126 (25μM) and PD98095 (50μM) or their solvent DMSO and were subjected to respective experiments and analyzed at indicated time points.

### Immunofluorescence assay

NMuMG cells were grown on coverslips, fixed with 4% paraformaldehyde in PBS and permeabilized with 0.2% Triton X-100 for 15 minutes at room temperature. Subsequently, cells were blocked for 20 minutes at room temperature in blocking solution (10% goat serum, 5% FCS and 0.5% BSA in PBS) followed by incubation with primary antibodies at 4°C overnight. These samples were washed three times with PBS for 10 minutes at room temperature following incubation with fluorochrome-labeled secondary antibody or Phalloidin-633 as well as Hoechst for DNA counterstain (20ng/ml) for 1 hour at room temperature. For mounting of the samples Immu-Mount (Thermo Scientific) reagent was used and samples were imaged with a confocal laser-scanning microscope (SP05, Leica). Data were processed with ImageJ software.

Antibodies used for immunofluorescence were E-Cadherin (13-1900, Invitrogen and 610182, BDTransduction Laboratories), N-Cadherin (610921, BD Transduction Laboratories), ZO-1 (617300, Invitrogen), Alexa Fluor-488 goat anti mouse IgG (H+L) (A11029, Invitrogen); Alexa Fluor-568 goat anti rabbit IgG (H+L) A11011 Invitrogen; and Alexa Fluor-633 goat anti rat IgG (H+L) A21094, Invitrogen, Alexa Fluor 633 Phalloidin (A22284, Invitrogen) was used to stain F-actin.

### RNA extraction

RNA was extracted using the SurePrep TrueTotal RNA Purification Kit (Fisher Scientific) according to manufactures instructions.

### Immunoblotting

Cells were lysed in RIPA buffer (50mM Tris (pH8), 1%NP40, 0.5% sodium deoxycholate, 0.1%SDS, 150mM NaCl, 5mM EDTA, 1% Glycerol, 2.5mM MgCl, 2mM sodium orthovanadate) and protein concentrations were quantified by using Bradford reagent (Biorad). Equal amounts of proteins (30 μg) were boiled in 6 × SDS–PAGE loading buffer and run on a polyacrylamide gel and transferred to a PVDF membrane and probed with respective antibodies.

Antibodies used for immunoblotting were Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) Antibody #9101, Erk1/2 (sc94, santa cruz) and GAPDH (221-MG-GAPDH, Immuno Kontact).

### ChIP assay

NMuMG cells were cross-linked in growth medium containing 1% formaldehyde for 10 min at room temperature, neutralized with 0.125M glycine, scraped off and rinsed twice with 10 ml 1X PBS. The fixed cells were subjected to preparation of nuclear lysates. In detail pellets were resuspended in 3 mL of Buffer L1 (50mM Hepes KOH, pH 7.5, 140mM NaCl, 1mM EDTA pH 8.0, 10% glycerol, 5% NP-40, 0.25% Triton-X 100) and incubated for 10 min at 4°C. This was followed by centrifugation for 5 min at 4°C at 1300g. The pellet was then resuspended in 3 ml of Buffer L2 (200mM NaCl, 1mM EDTA pH 8.0, 0.5mM EGTA pH 8.0, 10mM Tris pH 8.0) and incubated for 10 min at room temperature, followed by centrifugation for 5 min at 4°C at 1300g. The pellet was then resuspended in 600 μl Buffer L3 (1mM EDTA pH 8.0, 0.5mM EGTA pH 8.0, 10mM Tris pH 8.0, 100mM NaCl, 0.1% Na-deoxycholate, 0.17mM N-Lauroyl sarcosine) containing protease inhibitors and incubated at 4°C for 3 hours following sonication using Bioruptor plus (Diagenode). 60 μg of chromatin was incubated overnight at 4 °C with 2 μg of the antibody targeting H3K27ac (ab4729; Abcam) to allow formation of the immunocomplex. To pull down H3K27ac enriched DNA fragments the mixture was then incubated for 3 h with 40 μl protein A-Sepharose beads preblocked with tRNA and BSA at 4°C. To reduce background signal these beads were subjected to several washing steps employing different buffers. For this beads were washed twice with 1 ml buffer L3 and once with 1 ml DOC buffer (10 mM Tris (pH 8.0), 0.25 M LiCl, 0.5% NP-40, 0.5% deoxycholate, 1 mM EDTA) and transferred to a fresh Eppendorf tube using TE buffer. The bound chromatin was eluted in 1% SDS/0.1 M NaHCO_3_ in two rounds for 20 minutes and eluates were combined. The eluate containing the immunocomplex bound to the precipitated DNA was treated with RNase A (0.2mg/ml) for 30 min at 37°C and then with proteinase K (50 μg/ml) for 2.5 h at 55°C. The crosslinking was reversed at 65°C overnight with gentle shaking and precipitated DNA was purified by phenol-chloroform extraction followed by ethanol precipitation and recovered in 40 μl TE buffer.

### RNAseq data analysis

RNA sequencing for untreated (0hr), 4hr, 24hr time points under DMSO and ERK inhibition conditions were performed. After receiving RNA sequencing output in fastq format, quality check was performed using FASTQC version v0.10.0 followed by alignment using TopHat version v2.0.8 [35] to the mouse genome (mm9) with default parameters. Mapping reads were considered for read count per gene using HTSeq version 0.5.4p1 [36]. Output from HTSeq (Read counts) were normalized and differential gene expression analysis was performed using a R package DESeq with FDR rate of 0.1 [37]. Differential expression analysis between 4hr time point from DMSO and ERK inhibited conditions were performed. Similar analysis was also performed for 24hr time point. GO (Gene Ontology) analysis of the Differentially expressed genes was performed using ToppGene [38].

### H3K27ac ChIP-seq analysis

H3K27ac ChIP-seq was performed for the 0hr, 4hr and 24hr time points under the DMSO and ERK inhibition conditions. After quality check using FASTQC version v0.10.0 sequencing reads were aligned to reference mouse genome (mm9) using bowtie version 0.12.9 [39] with default parameters. Output obtained after alignment (.sam) converted to. bam using samtools version: 0.1.19-44428cd [40]. MACS2 version 2.0.10.20120913 [41] was used for peak calling with default parameters. Called peaks from each samples containing replicates were merged together for the peak reproducibility. Raw enrichment for each merged sample with respect to input was calculated by using bam file from replicates for each condition using QuasR package [42]. Further, Normalized Enrichment with respect to input for each of the condition was calculated. Peak displaying 1.5 fold enrichment above input were selected for subsequent analysis. All the significantly enriched peaks were categorized into promoter and non-promoter peaks. The peaks regulating the differentially regulated genes at 4hr conditions were screened and used for the further analysis.

### Browser track generation

Wig files were created for all the samples using QuasR package [42] and visualized using UCSC genome browser.

### Genome wide peak distribution

The gene annotation file for mouse (mm9) from UCSC was used and the peaks were annotated using HOMER utility [43] annotatePeaks.pl, which gives the information of the number of peaks present at the promoter, intergenic regions, exon, intron and UTRs.

### Motif analysis

Motif Analysis was performed for distal regulatory elements using Homer utility [43] on the regions significantly regulated during 4hr conditions (i.e. 4hr DMSO and 4hr ERK inhibition) and untreated to 24hr DMSO condition by 1.25 fold.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

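H3K27ac ChIP-seq of NMuMG cells was analysed in 15 libraries, 3 for each of 0h, 4h and 24h of TGF-β with DMSO and 4h and 24h with ERKi. The 10 RNA-seq and 3 ChIP-seq input samples of the study were not analysed here, so no expression value enters, and regions could not be selected by the expression of a nearby gene. Libraries were assigned to conditions by the sample records. The library numbers in the peak names run in the same order of conditions in each replicate, apart from 1 of 15 libraries, ERKi 4h replicate 1, whose number is out of that order; whether it is a slip in the name was not tested, and that library is among those left out in turn. The authors aligned the reads to mm9 with bowtie 0.12.9, converted the alignments with samtools 0.1.19 and called peaks in each library with MACS2 2.0.10.20120913, all with default parameters. In the deposited lists, the authors' fold enrichment is the ratio of the pileup at the summit to the local background within that library, the p and q values are given as -log10 p and -log10 q, and the score repeats -log10 q in whole numbers and was not used. The lowest -log10 q in a library was between 1.30 and 1.60. The lists include the peak calling of each library but not the later merging of replicates, the enrichment over input or its 1.5-fold filter that the methods describe.

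The lists hold no read totals, so no counting interval was computed; 3 replicates per condition set the precision. Peaks covered between 30.8 and 44.8 Mb per library, with median widths of 423 to 647 bp. Each peak was given its percentile within its own list, the mean rank of ties being used, and a promoter or window without a peak was given 0. The pileup and local background were solved from the fold enrichment and -log10 p, with the fold taken as (pileup + 1) / (background + 1) and the p as the upper tail of a Poisson distribution. On simulated data the pileup of 100% of 4569 peaks was recovered, and of 200 planted gained regions 74% were called in all libraries of one group and none of the other. The share of planted regions follows from the call probabilities set in the simulation and does not measure how many real changes are found.

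Overlapping peaks of all lists were merged into regions, and a library called a region where a peak overlapped it by at least 1 bp. Genes, transcription start sites and the classes of the genome were taken from the GENCODE vM1 annotation of NCBIM37 (mm9), and sequences from the same assembly. A summit was assigned in the order promoter, UTR, exon, intron and intergenic. Distal peaks are those with a summit outside every promoter, and their nearest gene is that of the nearest start site of a protein-coding gene. Motifs were searched as consensus sequences on both strands around the summit. Sharing between libraries is the Jaccard index, the bases in peaks of both libraries over those in peaks of either.

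The tests were exact permutation tests over libraries, Fisher's exact tests for motifs and exact sign-flip tests over the 3 replicate numbers, with Benjamini-Hochberg adjustment within each family. Replicate numbers are shared by all conditions. Libraries of one number in different conditions were checked for a common deviation from their condition's mean, and the correlation was above 0.1 in 30 of 30 pairs by pileup rank (mean 0.597) and in 16 of 30 by calls (mean 0.111). The numbers were therefore used as a block in an alternative, with 14400 arrangements for the tests across conditions. The comparisons, the main measure and the alternatives were fixed before the data were examined, apart from the percentile by pileup, the percentile by -log10 p for promoters, the ERKi test over both times, protein-coding genes only, the block for the classes of the genome, the comparison of gained with lost regions for motifs, distal regions only, and the regions that also differ between DMSO and ERKi at 4h, which were added later.

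The genes named were listed at the start. They are those that the paper names in a statement on H3K27ac, Cx3cl1 and Ccl2, which it names for their expression, and Snai1, whose position a figure gives. For each set of regions called in all libraries of one group and none of the other, the 2 regions with the highest mean percentile by fold enrichment in the calling group are named as well. The alternatives were peaks with -log10 q of at least 10, the 20000 peaks of each list with the highest -log10 p, peaks with a fold enrichment of at least 5 or 1.5, chromosomes 1 to 19 and X, each library left out in turn, regions merged within 1000 bp, 500 bp summit windows, a cover of at least 0.5 of the region, and those named beside the values. Choices of libraries were drawn 100 times with seed 1. The computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.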

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

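The tests of the regions called only under ERKi at 24h were set before their outcome was seen, and the comparison of Hmga2 by pileup was chosen after the values by fold enrichment.

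At the promoter of Hmga2, ERKi changed the percentile by fold enrichment in opposite directions at 4h and 24h, -14.0 ± 14.2 and 13.7 ± 8.06 (SD of the 3 differences within replicate numbers), with one sign in each number at 4h and the other in each at 24h. The effect at 24h minus that at 4h was 27.7 percentiles. This difference between the times was not tested, and 1 such case among 39 promoters, windows and distal counts is close to the 1.22 that chance gives. The fold enrichment divides the pileup by a local background that rises with it, with correlations of their changes between ERKi and DMSO of 0.614 to 0.668 at 4h and 0.747 to 0.788 at 24h across regions, and by pileup the effects were -4.01 and -6.58, in one direction. With promoters within 2500 bp the effects by fold enrichment were -3.49 and 10.4. The way the background enters the fold enrichment may account for the opposite directions, which was not tested at this promoter. A biological difference between the times stays open and was not tested.

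The paper does not report regions of its ERKi libraries that are absent from every DMSO library. In all 3 ERKi 24h libraries and none of the 9 libraries of 0h, 4h and 24h, 477 regions were called. The same count was 458 for 24h, 184 for 0h and 14 for 4h, each against the other 9 of these 12 libraries. Other choices of 3 of the 12 libraries gave a median of 6 regions, and 2 of 101 choices, the real one included, gave as many, which argues against an arbitrary choice of libraries. The other such choice held 24h replicate 3 and ERKi 24h replicates 1 and 3, the libraries with many peaks, and also gave 477. With 20000 peaks in every list, that choice gave 42 regions, the ERKi 24h libraries 141, 24h 138 and 0h 118. ERKi 24h thus remained above 24h by a small margin, so a larger number of called peaks cannot be told apart from another cause of its excess over 24h. The count rested on ERKi 24h replicate 2, since it was 2175 when that library was left out and a call in ERKi 24h replicates 1 and 3 was enough. A response of the cells to 24h of inhibitor stays open and was not tested.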

How the results depend on the processing

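Differences are in percentiles for windows and promoters, in peaks for distal sites and peak numbers, and in log2 odds ratios for motifs. Of 892 values recomputed under an alternative other than leaving out a library, 629 kept their direction and their side of the threshold or stayed within the spread of the replicates, 85 changed sign, 163 moved by more than the spread or by more than 1.5 times, 14 passed the threshold and 1 no longer did. On chromosomes 1 to 19 and X alone, each of 139 values kept its direction and its side. The same held for the 13 region counts and reversals with a cover of at least 0.5 of the region, the 13 with 500 bp summit windows, the 4 reversals without held-out libraries, the 4 reversals on distal regions only (added later), the 3 sharing results by overlapping peaks, and the 5 numbers of merged regions with calls in at least 2 of 3 libraries or a fold enrichment of at least 1.5. The cover of at least 0.5 was not run for sharing, which counts bases and not regions.

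With permutations kept within replicate numbers as a block, 25 of 26 results stayed on their side of the threshold. The p for the genomic distribution, added after the other block results were seen, passed it, at 0.0466 in place of 0.405. This is the unadjusted exact permutation p of the promoter share, and its adjusted block p, 0.0582, did not pass. Exons and UTRs, which the count of 26 does not include, passed after adjustment. Their adjusted exact p were 0.0139 in place of 0.202 and 0.0462 in place of 0.507. The p for the peak number across the 5 conditions was 0.0760 in place of 0.478, and that for within-condition peak sharing 6.94e-05 in place of 6.78e-05. For 2 groups the block allows no p below 0.25, so its comparisons of 3 against 3 say nothing about stability.

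With -log10 q of at least 10, the merged regions numbered 36080 (0h), 38994 (4h), 42178 (24h), 38599 (ERKi 4h) and 44660 (ERKi 24h). The regions called in all libraries of the first group and none of the second numbered 622 (4h, 0h), 204 (0h, 4h), 2292 (24h, 0h), 986 (0h, 24h), 57 (ERKi 4h, 4h), 703 (ERKi 24h, 24h) and 600 (24h, ERKi 24h). The regions called only under ERKi 24h numbered 189. 14 comparisons of the named genes had no overlap between replicates, against 23. 9 motif tests had an adjusted p under 0.05, against 5. Sign changes gave -522 for peak number, ERKi 4h against 4h, -0.0215 for reversal of regions lost at 4h, 2.33 for Shroom3 distal, ERKi 4h against 4h, 0.333 for Il11 distal, ERKi 4h against 4h, -0.124 for Tgfbr1 promoter, ERKi 24h against 24h, -17.8 for Lamb1 promoter, ERKi 4h against 4h, 1.33 for Lamb1 distal, ERKi 4h against 4h, 1.33 for Lamb1 distal, ERKi 24h against 24h, -0.333 for Itgb3 distal, ERKi 4h against 4h, 0.13 for ETS motif in lost regions and -0.17 for CRE motif in gained regions. By Fisher's exact test, the motifs that passed the threshold (log2 odds ratio, adjusted p) were AP-1 motif in lost regions (0.53, 0.0246), ETS motif in gained regions (0.32, 0.0256), RUNX motif in lost regions (0.56, 0.000231) and FOX motif in lost regions (1.00, 5.90e-05). The CRE motif gave no value in lost regions, where no region had it. The peak number, ERKi 4h against 4h, is given as peaks per library. Fewer peaks enter under this choice, which lowers the counts of regions by construction. The cause of the changes of sign was not tested.

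With the 20000 peaks of each list that have the highest -log10 p, the merged regions numbered 22586 (0h), 22889 (4h), 23837 (24h), 23245 (ERKi 4h) and 23174 (ERKi 24h). The regions called in all libraries of the first group and none of the second numbered 465 (4h, 0h), 203 (0h, 4h), 1010 (24h, 0h), 789 (0h, 24h), 84 (ERKi 4h, 4h), 472 (ERKi 24h, 24h) and 495 (24h, ERKi 24h). The regions called only under ERKi 24h numbered 141. 15 comparisons of the named genes had no overlap between replicates, against 23. 8 motif tests had an adjusted p under 0.05, against 5. Sign changes gave -32.6 for Figure 3B window, 24h against 0h, -0.333 for Nid2 distal, ERKi 4h against 4h, -1.18 for Id3 promoter, 24h against 0h, 1.28 for Id3 promoter, ERKi 24h against 24h, 0.333 for Shroom3 distal, ERKi 4h against 4h, -1 for Hmga2 distal, ERKi 4h against 4h, 0.333 for Il11 distal, ERKi 4h against 4h and -0.567 for Tgfbr1 promoter, ERKi 24h against 24h. By Fisher's exact test, the motifs that passed the threshold (log2 odds ratio, adjusted p) were ETS motif in gained regions (0.55, 0.00960), RUNX motif in lost regions (0.84, 2.29e-06) and FOX motif in lost regions (0.85, 0.00960). Peak numbers are equal by construction and give no value. Fewer peaks enter under this choice, which lowers the counts of regions by construction. The cause of the changes of sign was not tested.

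With a fold enrichment of at least 5, the merged regions numbered 27557 (0h), 28595 (4h), 31555 (24h), 29057 (ERKi 4h) and 33341 (ERKi 24h). The regions called in all libraries of the first group and none of the second numbered 419 (4h, 0h), 188 (0h, 4h), 1619 (24h, 0h), 803 (0h, 24h), 114 (ERKi 4h, 4h), 159 (4h, ERKi 4h), 611 (ERKi 24h, 24h) and 470 (24h, ERKi 24h). The regions called only under ERKi 24h numbered 182. 6 comparisons of the named genes had no overlap between replicates, against 23. 8 motif tests had an adjusted p under 0.05, against 5. Sign changes gave 4.46 for Figure 2F window, ERKi 24h against 24h, 0.333 for Wnt4 distal, 24h against 0h, 2.33 for Shroom3 distal, 24h against 0h, -0.333 for Jak2 distal, 24h against 0h, 1 for Jak2 distal, ERKi 24h against 24h, 1.67 for Hmga2 distal, ERKi 24h against 24h, -0.667 for Il11 distal, 24h against 0h, 1 for Il11 distal, ERKi 4h against 4h, 0.333 for Il11 distal, ERKi 24h against 24h, -3.03 for Lamb1 promoter, ERKi 4h against 4h, 1.67 for Lamb1 distal, ERKi 4h against 4h, 0.667 for Lamb1 distal, ERKi 24h against 24h, 0.333 for Jag1 distal, ERKi 24h against 24h, 1 for Itgb3 distal, ERKi 24h against 24h and 0.12 for ETS motif in lost regions. By Fisher's exact test, the motifs that passed the threshold (log2 odds ratio, adjusted p) were AP-1 motif in lost regions (0.79, 0.00239), RUNX motif in lost regions (0.59, 0.000838) and FOX motif in lost regions (0.75, 0.0104). The CRE motif gave no value in gained regions, where no region had it. Fewer peaks enter under this choice, which lowers the counts of regions by construction. The cause of the changes of sign was not tested.

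When a region needed a call in at least 2 more libraries of one group than of the other, the regions of the first group against the second numbered 3601 (4h, 0h), 2788 (0h, 4h), 11087 (24h, 0h), 5866 (0h, 24h), 2195 (ERKi 4h, 4h), 1824 (4h, ERKi 4h), 6132 (ERKi 24h, 24h) and 4745 (24h, ERKi 24h). This includes the regions called in all of one group and none of the other, so the counts are higher by construction.

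With peaks within 1000 bp of each other merged, the regions called in all libraries of the first group and none of the second numbered 225 (0h, 4h) and 169 (4h, ERKi 4h). Neighbouring peaks become 1 region, which lowers the counts by construction.

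With percentiles by -log10 p, which for promoters were added later, 6 comparisons at the windows of Fig. 2 and 3 had no overlap, against 3. Sign changes gave -7.66 for Figure 3B window, 24h against 0h, 13.2 for Figure 3C window, 24h against 0h, -0.178 for Figure 3C window, ERKi 4h against 4h, -3.88 for Figure 3C window, ERKi 24h against 24h, 3.55 for Figure 3D window, ERKi 4h against 4h, 5.82 for Wnt4 promoter, ERKi 4h against 4h, -6.22 for Id3 promoter, 24h against 0h, 3.88 for Id3 promoter, ERKi 4h against 4h, 4.72 for Id3 promoter, ERKi 24h against 24h, -0.434 for Itga2 promoter, ERKi 4h against 4h, 5.83 for Hmga2 promoter, 24h against 0h, -0.926 for Hmga2 promoter, ERKi 24h against 24h, -2.01 for Tgfbr1 promoter, ERKi 4h against 4h and 3.66 for Lamb1 promoter, 24h against 0h. The cause was not tested.

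With the share of each window covered by peaks, in percent, 5 comparisons at the windows of Fig. 2 and 3 had no overlap, against 3. Sign changes gave -1.60 for Figure 3B window, 24h against 0h, 7.26 for Figure 3C window, 24h against 0h, -2.78 for Figure 3C window, ERKi 4h against 4h, -4.14 for Figure 3C window, ERKi 24h against 24h, 1.54 for Figure 3D window, ERKi 4h against 4h, -0.567 for Figure 2F window, 24h against 0h and 2.85 for Figure 2F window, ERKi 4h against 4h. The cause was not tested.

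With percentiles by pileup, chosen after the values by fold enrichment had been seen, 11 comparisons at the windows of Fig. 2 and 3 had no overlap, against 3. Sign changes gave -13.3 for Figure 3B window, 24h against 0h, 23.4 for Figure 3C window, 24h against 0h, -5.59 for Figure 3C window, ERKi 4h against 4h, -10.9 for Figure 3C window, ERKi 24h against 24h, 4.45 for Figure 3D window, ERKi 4h against 4h, -3.33 for Wnt4 promoter, 24h against 0h, 11.1 for Wnt4 promoter, ERKi 4h against 4h, 13.2 for Wnt4 promoter, ERKi 24h against 24h, -11.8 for Id3 promoter, 24h against 0h, 7.07 for Id3 promoter, ERKi 4h against 4h, 8.20 for Id3 promoter, ERKi 24h against 24h, 13.8 for Itga2 promoter, 24h against 0h, -5.59 for Itga2 promoter, ERKi 4h against 4h, -2.22 for Itga2 promoter, ERKi 24h against 24h, 12.3 for Hmga2 promoter, 24h against 0h, -6.58 for Hmga2 promoter, ERKi 24h against 24h, 9.69 for Tgfbr1 promoter, 24h against 0h, -2.12 for Tgfbr1 promoter, ERKi 4h against 4h, 13.8 for Lamb1 promoter, 24h against 0h, -3.86 for Lamb1 promoter, ERKi 4h against 4h and -10.6 for Lamb1 promoter, ERKi 24h against 24h. The local background rises with the pileup, and the cause of each single change was not tested.

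With promoters within 2500 bp of a start site, the sign changed to 9.27 for Wnt4 promoter, ERKi 4h against 4h, 7.37 for Wnt4 promoter, ERKi 24h against 24h, 0.667 for Shroom3 distal, ERKi 4h against 4h, -32.0 for Il11 promoter, 24h against 0h, 22.3 for Il11 promoter, ERKi 24h against 24h and 0.333 for Lamb1 distal, ERKi 4h against 4h. For Il11 the wider promoter holds peaks in all libraries, where the narrower one holds them in few. The cause of the other changes was not tested.

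With motifs within 250 bp of the summit, 10 motif tests had an adjusted p under 0.05, against 5. Sign changes gave -0.62 for AP-1 motif in lost regions, -1.49 for CRE motif in gained regions and -1.22 for CRE motif in lost regions. By Fisher's exact test, the motifs that passed the threshold (log2 odds ratio, adjusted p) were ETS motif in lost regions (-0.45, 9.37e-06), RUNX motif in lost regions (0.21, 0.00833) and FOX motif in lost regions (0.81, 8.40e-17), and FOX motif in gained regions no longer did (0.09, 0.261). The cause was not tested.

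With protein-coding genes only, added later, 5 shares of summits moved by more than the spread of the libraries, and the test across conditions kept its side.

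With each library left out in turn, 1790 of 1878 values kept their direction and side, 43 changed sign, 29 moved and 16 passed the threshold. A region needs a call in fewer libraries when 1 is left out, so the counts of regions rise by construction where it is one of the groups compared. It was 1027 (without ERKi 4h replicate 2) to 2049 (without 4h replicate 2), and 1617 without 4h replicate 1 for regions called in all of 4h and none of 0h. It was 352 (without ERKi 24h replicate 1) to 1149 (without 4h replicate 3), and 728 without 0h replicate 1, 1111 without 0h replicate 2, 667 without 0h replicate 3 and 542 without 4h replicate 2 for regions called in all of 0h and none of 4h. It was 4377 (without 4h replicate 2) to 8508 (without 24h replicate 2) for regions called in all of 24h and none of 0h. It was 1847 (without ERKi 24h replicate 2) to 3379 (without 0h replicate 2) for regions called in all of 0h and none of 24h. It was 197 (without 0h replicate 3) to 851 (without 4h replicate 3), and 296 without 4h replicate 1, 321 without 4h replicate 2, 609 without ERKi 4h replicate 1, 694 without ERKi 4h replicate 2 and 430 without ERKi 4h replicate 3 for regions called in all of ERKi 4h and none of 4h. It was 280 (without 0h replicate 3) to 719 (without 4h replicate 1), and 698 without 4h replicate 2, 426 without ERKi 4h replicate 2 and 634 without ERKi 4h replicate 3 for regions called in all of 4h and none of ERKi 4h. It was 1323 (without 4h replicate 2) to 3895 (without ERKi 24h replicate 2), and 2176 without 24h replicate 3 for regions called in all of ERKi 24h and none of 24h. It was 1077 (without 4h replicate 2) to 2553 (without 24h replicate 2), and 1919 without 24h replicate 1 and 1752 without ERKi 24h replicate 3 for regions called in all of 24h and none of ERKi 24h. It was 477 (without ERKi 4h replicate 1) to 2175 (without ERKi 24h replicate 2) for regions called only under ERKi 24h.

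Across the fits that each left out 1 library, these peak numbers, reversals and counts of tests changed. It was -1700.5 (without 4h replicate 1) to 6269.5 (without 4h replicate 3), and -721 without ERKi 4h replicate 3 for peak number, ERKi 4h against 4h. It was -1882 (without ERKi 24h replicate 3) to 4687 (without ERKi 24h replicate 2), and -1676 without 24h replicate 1 for peak number, ERKi 24h against 24h. It was -0.0651 (without 4h replicate 3) to 0.0960 (without 0h replicate 1), and -0.00389 without ERKi 4h replicate 3 for reversal of regions gained at 4h. It was 3 (without 0h replicate 1) to 5 (without 24h replicate 3) for peaks at the loci of Figure 3B to 3E and Figure 2D and 2F. It was 5 (without 4h replicate 1) to 8 (without 0h replicate 2), and 8 without 0h replicate 3 and 8 without 24h replicate 3 for motifs in gained and lost distal regions. The cause was not tested.

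For windows and promoters, the values that changed sign with 1 library left out had these ranges. It was -3.36 (without ERKi 4h replicate 2) to 3.63 (without ERKi 4h replicate 1), with a changed sign also without 4h replicate 2 for Figure 3B window, ERKi 4h against 4h. It was -6.46 (without 24h replicate 3) to 1.70 (without 24h replicate 1) for Figure 3C window, 24h against 0h. It was -19.9 (without 24h replicate 3) to 0.899 (without 24h replicate 1) for Figure 3D window, 24h against 0h. It was -6.04 (without 4h replicate 2) to 3.06 (without 4h replicate 3), with a changed sign also without 4h replicate 1 and without ERKi 4h replicate 1 for Figure 3D window, ERKi 4h against 4h. It was -5.47 (without ERKi 24h replicate 1) to 0.594 (without ERKi 24h replicate 2) for Figure 3E window, ERKi 24h against 24h. It was -31.1 (without ERKi 24h replicate 1) to 3.46 (without ERKi 24h replicate 2) for Figure 2F window, ERKi 24h against 24h. It was -11.9 (without 4h replicate 2) to 10.2 (without ERKi 4h replicate 2), and 3.54 without 4h replicate 1 for Wnt4 promoter, ERKi 4h against 4h. It was -0.0514 (without 24h replicate 2) to 15.1 (without 0h replicate 2) for Id3 promoter, 24h against 0h. It was -9.84 (without 4h replicate 3) to 1.12 (without 4h replicate 2) for Id3 promoter, ERKi 4h against 4h. It was -13.3 (without 24h replicate 1) to 1.32 (without 24h replicate 2), and 1.28 without ERKi 24h replicate 3 for Id3 promoter, ERKi 24h against 24h. It was -6.95 (without ERKi 24h replicate 1) to 4.63 (without 24h replicate 2), and 2.86 without ERKi 24h replicate 2 and 2.86 without ERKi 24h replicate 3 for Il11 promoter, ERKi 24h against 24h. It was -8.23 (without ERKi 4h replicate 2) to 8.81 (without ERKi 4h replicate 3) for Tgfbr1 promoter, ERKi 4h against 4h. It was -3.44 (without 24h replicate 1) to 10.8 (without 24h replicate 2), and -2.07 without 24h replicate 3 for Tgfbr1 promoter, ERKi 24h against 24h. It was -4.15 (without 4h replicate 2) to 13.8 (without 4h replicate 3), and -2.89 without ERKi 4h replicate 2 for Lamb1 promoter, ERKi 4h against 4h. The cause was not tested.

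For distal peaks and motifs, the ranges were as follows. It was -3.17 (without 4h replicate 1) to 2.33 (without 4h replicate 3), and 1.33 without ERKi 4h replicate 1 and 0.833 without ERKi 4h replicate 2 for Shroom3 distal, ERKi 4h against 4h. It was -1.67 (without ERKi 4h replicate 3) to 1.33 (without ERKi 4h replicate 1), and 0.833 without 4h replicate 3 for Lamb1 distal, ERKi 4h against 4h. It was -3.67 (without 4h replicate 2) to 2.33 (without 4h replicate 3), and 2.33 without ERKi 4h replicate 1 for Jag1 distal, ERKi 4h against 4h. It was -1.33 (without ERKi 4h replicate 3) to 2.17 (without ERKi 4h replicate 2), and -0.333 without 4h replicate 2 for Itgb3 distal, ERKi 4h against 4h. It was -0.11 (without 0h replicate 2) to 0.10 (without 24h replicate 2), and 0.05 without 0h replicate 1, 0.04 without ERKi 4h replicate 3 and 0.03 without ERKi 24h replicate 3 for ETS motif in lost regions. It was -0.60 (without ERKi 24h replicate 3) to 0.87 (without 24h replicate 1) for CRE motif in gained regions. The 16 tests that passed the threshold were those of the ETS motif in gained regions, the RUNX motif in lost regions and the FOX motif in lost regions, whose log2 odds ratios stayed positive, from 0.12 to 0.33, 0.12 to 0.27 and 0.21 to 0.51. The region counts have a limit, since a region without a call is not shown to lack H3K27ac. The cause was not tested.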

Differences from the paper's values

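Fig. 3A shows the number of merged peaks in each class of the genome. Summed over the 5 conditions, the paper's bars give about 30000 for promoters in Fig. 3A, read by eye, and the merging of the deposited peaks gave 52511. Of the alternatives set before the data were examined, 42837 with -log10 q of at least 10, 33206 with the top 20000 peaks of each list and 33404 with a fold enrichment of at least 5 fell within 1.5 times of the paper's value, and the others did not. For exons the paper's bars give about 6000 in Fig. 3A and the merged regions 14773, and 8965 with the top 20000 peaks of each list was the value within 1.5 times. For introns the paper's bars give about 85000 in Fig. 3A against 142437, and within 1.5 times were 101255 with calls in at least 2 of 3 libraries, 109531 with promoters within 2500 bp and 75662 with -log10 q of at least 10. For intergenic regions the paper's bars give about 67000 in Fig. 3A against 123574, and within 1.5 times were 87121 with calls in at least 2 of 3 libraries, 65612 with -log10 q of at least 10 and 49991 with a fold enrichment of at least 5. No alternative brought all of these classes within 1.5 times together.

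The paper states that the epithelial genes Nid2 and Wnt4 and the mesenchymal genes Jak and Itga2 show ERK-dependent remodelling of H3K27ac along with their expression (Fig. 3B–3E), without a direction in words for each window. Taken as a loss with TGF-β and a higher value under ERKi for Nid2 and Wnt4 and the opposite for Itga2 and Jak2, the difference by fold enrichment had the other sign for Wnt4 at 24h against 0h (2.82 percentiles), for Nid2 under ERKi at 4h (-0.673), and for Itga2 at 24h against 0h (-3.21) and under ERKi at 4h (6.19) and 24h (12.2). Under 2 alternatives set earlier, the percentile by -log10 p and the share of the window covered by peaks, each of these had that direction, and it did so by pileup, which was chosen after seeing the values. It was also reached for Wnt4 at 24h against 0h with the top 20000 peaks of each list (-32.6), for Itga2 at 24h against 0h without 24h replicate 1, and for Nid2 under ERKi at 4h without 4h replicate 1, without 4h replicate 3 and without ERKi 4h replicate 1. The window of Fig. 3E lies 20665 bp outside Jak2 in the annotation used.

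At promoters, the paper states that the clusters with Wnt4, Id3 and Cldn9 lose H3K27ac in EMT and regain it under ERKi, and the reverse for those with Hmga2, Il11, Itga2, Tgfbr1 and Lamb1. By fold enrichment, the differences with the other sign were 26.6 for Wnt4, 6.29 for Id3, -49.2 for Itga2, -13.5 for Hmga2, -29.9 for Tgfbr1 and -10.2 for Lamb1 for 24h against 0h, -3.82 for Wnt4, -5.57 for Id3, 7.45 for Itga2, 1.3 for Tgfbr1 and 4.13 for Lamb1 for ERKi against DMSO at 4h, and -24.0 for Wnt4, -5.02 for Id3, 31.3 for Itga2, 13.7 for Hmga2, 1.75 for Tgfbr1 and 13.2 for Lamb1 at 24h. By -log10 p, which for promoters was added after seeing the values, 13 of 24 differences had the paper's direction. By pileup, chosen after seeing the values, 20 had it, 3 were 0 and Tgfbr1 under ERKi at 24h did not (4.62). Among the alternatives set earlier, the paper's direction was reached for Wnt4 under ERKi at 4h with promoters within 2500 bp (9.27), Wnt4 under ERKi at 24h with promoters within 2500 bp (7.37), Id3 at 24h against 0h with the top 20000 peaks of each list (-1.18), Id3 under ERKi at 24h with the top 20000 peaks of each list (1.28), Tgfbr1 under ERKi at 24h with -log10 q of at least 10 (-0.124) and with the top 20000 peaks of each list (-0.567), Lamb1 under ERKi at 4h with -log10 q of at least 10 (-17.8) and with a fold enrichment of at least 5 (-3.03) and Cldn9 under ERKi at 24h with promoters within 2500 bp (16.7). With 1 library left out, it was reached for Wnt4 under ERKi at 4h without 4h replicate 1 and without ERKi 4h replicate 2, Id3 at 24h against 0h without 24h replicate 2, Id3 under ERKi at 4h without 4h replicate 2, Id3 under ERKi at 24h without 24h replicate 2 and without ERKi 24h replicate 3, Tgfbr1 under ERKi at 4h without ERKi 4h replicate 2, Tgfbr1 under ERKi at 24h without 24h replicate 1 and without 24h replicate 3 and Lamb1 under ERKi at 4h without 4h replicate 2 and without ERKi 4h replicate 2.

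At distal sites, the paper states a reversal under ERKi for clusters of regions that include some near Shroom3, which lose H3K27ac in EMT, and near Hmga2 and Itgb3, which gain it. The differences in the number of distal peaks between ERKi and DMSO at 4h were -0.333, 2 and 0.333. The paper's direction was reached for Shroom3 at -log10 q of at least 10 (2.33), with 20000 peaks in each list (0.333) and with promoters within 2500 bp (0.667), for Hmga2 with 20000 peaks in each list (-1), and for Itgb3 at -log10 q of at least 10 (-0.333). With 1 library left out, it was reached for Shroom3 under ERKi at 4h without 4h replicate 3, without ERKi 4h replicate 1 and without ERKi 4h replicate 2 and Itgb3 under ERKi at 4h without 4h replicate 2 and without ERKi 4h replicate 3.

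The paper states that the reversal was as strong at 4h as at 24h. Without its selection by expression, regions gained or lost at 4h were undone by ERKi at 4h by 0.0440 and 0.176, and those gained or lost at 24h by ERKi at 24h by 0.214 and 0.318. Under the same choice, the value at 4h was below that at 24h in 24 of 24 alternatives for gained and 23 of 24 for lost regions, the exception being without 0h replicate 3 (0.394 at 4h). The size of the gap depends on the choice, from -0.279 to -0.0524 for gained and from -0.382 to 0.137 for lost regions (4h less 24h), and it was not tested. Those values come from different regions at 4h and 24h. In the regions that also differ between DMSO and ERKi at 4h, chosen after seeing the values, the changes under ERKi were -14.1 and -18.6 percentage points for gained and 14.0 and 22.5 for lost regions. Without ERKi, the gained regions held a peak in 13.6% at 0h, 46.8% at 4h and 83.4% at 24h. For the lost regions this was 74.3, 48.0 and 14.9%. The change from 0h was thus smaller at 4h, and the smaller points there do not show a weaker reversal.

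The paper names HIF2A at distal regions that lose H3K27ac. Here all distal regions lost at 24h were read, selected without ERKi or expression. In them the HIF consensus was less frequent than in regions called in all libraries (odds ratio 0.550), in a test without correction for base composition. Against those regions it was more frequent under none of the alternatives run, the largest log2 odds ratio being -0.71. Gained and lost regions, which were close in G and C, did not differ in HIF (odds ratio 0.895, Fisher's exact test, adjusted p = 0.345). FOXA2 and FOXP1 are named beside HIF2A, and in the lost regions the FOX consensus had an adjusted p of 0.0692 from Fisher's exact test. The adjusted p was below 0.05 at -log10 q of at least 10 (5.90e-05), with 20000 peaks in each list (0.00960), at a fold enrichment of at least 5 (0.0104) and within 250 bp of the summit (8.40e-17). It was also below 0.05 in 8 of the 15 fits that each left out 1 library. ETS1, ELK1 and GABPA are named at regions that gain H3K27ac, and in all distal regions gained at 24h the ETS consensus had an adjusted p of 0.100, and 0.0256 at -log10 q of at least 10 and 0.00960 with 20000 peaks in each list. The adjusted p was also below 0.05 without 0h replicate 2 or 3 and without 24h replicate 1 or 3 for ETS motif in gained regions. ATF2 is named there too, and the CRE consensus had an odds ratio of 1.17 with an adjusted p of 0.864. No alternative gave an adjusted p below 0.05 with an odds ratio above 1 for CRE in gained regions.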

Other observations

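The tests of the splits of 6 libraries, of deeper sequencing of replicate 3 and of the position of AP-1 sites were chosen after the results they address had been seen. The ERKi test over both times and, for promoters, the percentiles by pileup and by -log10 p were also added later. The other tests were chosen before.

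Regions called in all 3 libraries of one group and none of the other numbered 1028 at 4h against 0h and 353 at 0h against 4h, 4376 at 24h against 0h and 1845 at 0h against 24h. Between ERKi and DMSO they numbered 197 and 280 at 4h, and 1324 and 1077 at 24h. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many regions as the 6221 of both directions for 24h and 0h, the real one, and the largest other split gave 583. The count was 1 of 10 for 4h and 0h (1381 regions, largest other 979), 1 for ERKi 24h and 24h (2401, 1079) and 4 for ERKi 4h and 4h (477, 846). The share of 10 splits is never under 0.1, so by this count alone an arbitrary grouping of the libraries and the condition cannot be told apart in any of the 4 comparisons. Other values argue against an arbitrary grouping for 24h and 0h and for 4h and 0h. Of the regions gained at 24h in 2 replicate numbers, 83.7, 52.8 and 93.2% were called at 24h in the number left out and 13.1, 3.01 and 11.4% at 0h. For the regions gained at 4h these shares were 66.9, 51.4 and 92.1% at 4h and 27.9, 7.45 and 22.7% at 0h. Regions gained at 24h were called in 76.0, 32.3 and 78.1% under ERKi at 24h, lower than at 24h in each number. Regions lost at 24h were called in 3.81, 21.4 and 27.9% at 24h and in 27.1, 26.5 and 54.7% under ERKi at 24h. For these regions this argues against an arbitrary grouping for ERKi 24h and 24h, although an exact sign-flip test over 3 numbers cannot give a p below 0.25. The comparison of ERKi 4h with 4h stays open. Replicate numbers pair the libraries, and among the 4 splits that part every pair the real one had the most regions in each comparison, the next having 180, 211, 151 and 345 for 4h and 0h, 24h and 0h, ERKi 4h and 4h, and ERKi 24h and 24h. The splits that exceeded the real one for ERKi 4h and 4h put libraries of the same replicate number together. With 1 library left out, each of these counts rose by more than 1.5 times, the largest being 8508 for 24h against 0h without 24h replicate 2. No biological explanation beyond the treatments themselves was tested.

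Of the 4376 regions gained at 24h, 2.83% had a summit in a promoter, and the ERKi 24h libraries called 69.5% of them on average, the 4h libraries 36.0%. Of the regions lost at 24h, the ERKi 24h libraries called 35.6%. The 0h libraries called 36.4% of the regions called in ERKi 24h and not in 24h, and 33.8% of those called in 24h and not in ERKi 24h.

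The percentile of each region is the mean by fold enrichment in the group that calls it (SD, n = 3). Of the regions called in all of 4h and none of 0h, the highest 2 lie on chromosome 19 from 42773207 to 42774504 (percentile 89.4 ± 3.42; intergenic, 53143 bp from Pyroxd2) and chromosome 2 from 4180873 to 4182521 (percentile 89.4 ± 4.25; intron, 40244 bp from Frmd4a). Of the regions called in all of 0h and none of 4h, the highest 2 lie on chromosome 12 from 71869994 to 71870720 (percentile 86.5 ± 5.75; intergenic, 55986 bp from Frmd6) and chromosome 12 from 71870925 to 71871339 (percentile 81.3 ± 3.94; intergenic, 55294 bp from Frmd6). Of the regions called in all of 24h and none of 0h, the highest 2 lie on chromosome 2 from 172081885 to 172083243 (percentile 95.8 ± 1.67; intergenic, 8239 bp from Mc3r) and chromosome 15 from 25423862 to 25425214 (percentile 95.5 ± 3.06; intergenic, 80448 bp from Gm5468). Of the regions called in all of 0h and none of 24h, the highest 2 lie on chromosome 12 from 71895560 to 71896950 (percentile 90.4 ± 3.21; intergenic, 30062 bp from Frmd6) and chromosome 5 from 93050733 to 93052600 (percentile 89.9 ± 5.56; intron, 9390 bp from Ccdc158).

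Among regions called in all of ERKi 4h and none of 4h, the highest 2 lie on chromosome 18 from 64786892 to 64787679 (percentile 71.1 ± 8.88; intron, 33485 bp from Atp8b1) and chromosome 2 from 22876984 to 22878147 (percentile 69.5 ± 9.19; intron, 17931 bp from Abi1). Among regions called in all of 4h and none of ERKi 4h, the highest 2 lie on chromosome 2 from 65582935 to 65584533 (percentile 93.5 ± 3.03; intron, 63113 bp from Scn2a1) and chromosome 4 from 68525709 to 68527077 (percentile 85.0 ± 7.62; intron, 23571 bp from Dbc1). Among regions called in all of ERKi 24h and none of 24h, the highest 2 lie on chromosome 10 from 43534455 to 43535234 (percentile 92.7 ± 2.79; intergenic, 6102 bp from Gm9034) and chromosome 14 from 67291088 to 67292395 (percentile 87.9 ± 8.04; intron, 37391 bp from Adra1a). Among regions called in all of 24h and none of ERKi 24h, the highest 2 lie on chromosome 2 from 65582935 to 65584533 (percentile 94.6 ± 2.55; intron, 63113 bp from Scn2a1) and chromosome 9 from 60846345 to 60847147 (percentile 91.5 ± 4.76; intergenic, 160841 bp from Gm9869). The intronic region near Scn2a1 was called in every 0h, 4h and 24h library and in no ERKi library.

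Libraries of one condition shared more peak bases than libraries of different conditions, with a mean Jaccard index of 0.661 against 0.610 (within-condition peak sharing, one-sided exact permutation test over all partitions, p = 6.78e-05). ERKi 24h libraries shared more with 24h than with 0h, 0.604 against 0.554, a difference of -0.0498 (exact permutation test, p = 0.1, the smallest possible), with -0.0828, -0.00935 and -0.0574 in the single ERKi libraries. ERKi 4h libraries shared more with 4h than with 0h, 0.678 against 0.640. With the same number of peaks in every list the difference at 24h was -0.0447, and -0.0649, -0.0188 and -0.0502 in the single libraries, which argues against unequal peak numbers as its whole cause. With each library left out in turn it was at most -0.0334, which argues against a single aberrant library. It is consistent with cells under ERKi at 24h that are nearer in H3K27ac to TGF-β-treated than to untreated cells, a hypothesis found and tested on the same data. Other technical explanations, such as the quality of the immunoprecipitation, were not tested and stay open.

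A peak's rank by fold enrichment and by pileup can move apart. At the 26934 regions called in all libraries, the change of the local background between 0h and 24h was correlated across regions with the change of the pileup, with Spearman correlations of 0.843, 0.752 and 0.821 in replicates 1, 2 and 3 (regions are not independent replicates). A background from an input library common to both conditions was assumed to leave the correlation near 0, which was not simulated or measured. The lowest value for 24h against 0h, 0.752, is consistent with a local background that was taken from the ChIP library itself, in which case the fold enrichment would understate changes in broad regions. The study lists 3 input samples, with no condition named, for 5 conditions, which argues against a listed input library for each condition. Inputs that follow the ChIP signal in another way were not tested and stay open.

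Replicate 3 had the most peaks in every condition. If it had been sequenced more deeply, its lowest background per kb of fragment would be the highest, provided that this background follows the number of reads and the shortest peak has the length of a fragment. It was the highest in 0 of 5 conditions, which argues against deeper sequencing. Differences in the efficiency of the immunoprecipitation or between preparations were not tested and stay open, and replicate numbers cross the conditions, so they do not separate conditions.

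Replicate 2 at 24h called 52.8% of the regions gained at 24h that were selected in replicates 1 and 3, against 83.7 and 93.2% for replicates 1 and 3 in their turn. It had 61890 peaks, more than the 56759 of replicate 1, so a smaller number of peaks is not the cause. With 20000 peaks in every list it called 50.4%, against 85.9 and 89.7%. Replicate 2 was also the lowest for the same gained regions at 4h (17.0% against 33.8 and 50.3%) and under ERKi at 24h (32.3% against 76.0 and 78.1%), and for the regions lost at 24h in untreated cells at 0h (60.5% against 80.8 and 85.4%), so the lower share was not limited to 24h or to cells with TGF-β. A weaker immunoprecipitation and a weaker response were not tested against each other, and both stay open.

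AP-1 sites near the summits of gained regions were few within 100 bp and frequent within 250 bp. There were 1.72 sites per 100 regions and 50 bp within 100 bp of the summit and 8.55 at 150 to 300 bp, a ratio of 4.98. In shuffled sequences the ratio was 0.857, in lost regions 1.41 and in regions called in all libraries 3.55. This is consistent with AP-1 sites that lie beside the maximum of H3K27ac and not under it, a hypothesis found and tested on the same data. The resolution of the summits was not tested.

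Fig. 2 gives windows at Nid2 (Fig. 2D) and Snai1 (Fig. 2F), for which the paper reports expression. Of the peaks that overlap the window of Fig. 2F, the highest rose from percentile 4.78 ± 8.28 at 0h to 65.5 ± 5.02 at 24h by fold enrichment, without overlap between the replicates (SD, n = 3, exact permutation test, p = 0.1). At 4h it stood at 75.7 ± 2.39 with DMSO and 73.6 ± 2.98 under ERKi. At 24h under ERKi it was 46.0 ± 39.8, where 2 of 3 libraries had a peak. Without ERKi 24h replicate 2, the library that lacked a peak, ERKi exceeded DMSO at 24h by 3.46 percentiles. Peaks covered 1.33 ± 2.31% of this window at 0h and 0.765 ± 0.306% at 24h. The window is 4706 bp wide, its cover at 24h was at most 1.02%, and no peak at 24h was shorter than 142 bp. At 24h only the edge of a peak therefore lay in the window, and the rise in percentile does not show a gain inside it. By fold enrichment the promoter of Snai1 changed the other way, from percentile 52.0 ± 7.13 with a peak in 3 libraries at 0h to 6.40 ± 11.1 with a peak in 1 library at 24h, without overlap. By pileup its difference of -9.80 percentiles was smaller than the spread of the replicates (exact permutation test, p = 0.8). In the window of Fig. 2D a peak was called in 1 library at 4h and in no other library, and the promoter of Nid2 had none in any library.

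Over both times and permuted within time, 2 promoters of the 17 named genes had an adjusted p below 0.05 for ERKi against DMSO by fold enrichment, Shroom3 (-8.04 percentiles) and Ccl2 (3.90), each with an exact permutation p of 0.005 and an adjusted p of 0.0425, and in each the ERKi and DMSO replicates did not overlap at either time. The paper names neither at a promoter. By pileup the differences were 8.87 and -0.286, with the other sign, and adjusted p of 0.128 and 1. By fold enrichment with promoters within 2500 bp they were -6.88 and 1.13, with adjusted exact p of 0.255 and 0.886, so neither passed. By -log10 p they were 2.78 and 10.2, with adjusted exact p of 0.803 and 0.482. At the promoter of Cx3cl1 the difference was 1.17 by fold enrichment and -9.15 by pileup (adjusted exact p = 0.113). That of Cmtm8 kept its sign, with 2.95 by fold enrichment (adjusted exact p = 0.255), 12.6 by -log10 p and 19.1 by pileup (adjusted exact p = 0.085 for each). Ccl2 stood low by fold enrichment, between 2.51 ± 0.756 at 4h and 9.21 ± 2.29 at 24h under ERKi.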
